# Hypothermic Oxygenated Machine Perfusion Promotes Mitophagy Flux against Hypoxia-Ischemic Injury in Rat DCD Liver

**DOI:** 10.3390/ijms24065403

**Published:** 2023-03-11

**Authors:** Jia Luo, Yiqing Hu, Yinbiao Qiao, Haoyu Li, Jiacheng Huang, Kangdi Xu, Li Jiang, Hao Wu, Xiaoyi Hu, Junjun Jia, Lin Zhou, Haiyang Xie, Jianhui Li, Shusen Zheng

**Keywords:** HOPE, DCD liver, mitophagy, hypoxia-ischemic injury, organ protection

## Abstract

Hypothermic oxygenated machine perfusion (HOPE) can enhance organ preservation and protect mitochondria from hypoxia-ischemic injury; however, an understanding of the underlying HOPE mechanism that protects mitochondria is somewhat lacking. We hypothesized that mitophagy may play an important role in HOPE mitochondria protection. Experimental rat liver grafts were exposed to 30 min of in situ warm ischemia. Then, grafts were procured, followed by cold storage for 3 or 4 h to mimic the conventional preservation and transportation time in donation after circulatory death (DCD) in clinical contexts. Next, the grafts underwent hypothermic machine perfusion (HMP) or HOPE for 1 h through portal vein only perfusion. The HOPE-treated group showed a better preservation capacity compared with cold storage and HMP, preventing hepatocyte damage, nuclear injury, and cell death. HOPE can increase mitophagy marker expression, promote mitophagy flux via the PINK1/Parkin pathway to maintain mitochondrial function, and reduce oxygen free radical generation, while the inhibition of autophagy by 3-methyladenine and chloroquine could reverse the protective effect. HOPE-treated DCD liver also demonstrated more changes in the expression of genes responsible for bile metabolism, mitochondrial dynamics, cell survival, and oxidative stress. Overall, HOPE attenuates hypoxia-ischemic injury in DCD liver by promoting mitophagy flux to maintain mitochondrial function and protect hepatocytes. Mitophagy could pave the way for a protective approach against hypoxia-ischemic injury in DCD liver.

## 1. Introduction

Organ shortage is a worldwide problem for transplantation development. The increasing application of marginal donor organs, such as DCD, accounts for a considerable proportion of transplantation, complementing the persisting organ shortage [1,2]. Despite DCD organs possibly resulting in inferior graft survival, increased rates of biliary ischemic cholangiopathy (IC) and primary nonfunction (PNF) are arising challenges for clinicians [3,4]. However, organ shortages have driven the development of novel methods for organ preservation and reconditioning [5,6], and new mechanical perfusion strategies are being pursued, including hypothermic [7], subnormothermic [8], and normothermic machine perfusion systems [9], which differ in their content and temperature [10,11]. Machine perfusion (MP) can improve the marginal graft quality, extend preservation time, and enable an assessment of their quality and viability, reducing needless organ waste [3].

HOPE is a dynamic preservation method under hypothermic conditions and the low-flow delivery of oxygen through the portal vein only or both the hepatic artery and portal vein (dual hypothermic oxygenated machine perfusion (D-HOPE)) [12]. This fairly straightforward and safe technique aims to safely preserve the liver, enhancing mitochondrial recovery; furthermore, it is also considered cheaper than normothermic machine perfusion (NMP) systems [3]. NMP is performed at a normal temperature (37 °C) to mimic the physiological environment and maintain organ metabolic activity [13]. Studies of transplantation showed a high protective effect of HOPE [14,15,16], which may enhance mitochondrial recovery and function [17]. HOPE was also promising in reducing the rates of biliary complications in DCD liver transplantations in clinical trials [4,16,18]. Although clinical applications of MP have been well demonstrated, precise mechanistic data are needed to maximize the benefits of MP technology.

Warm/cold ischemic and hypoxia injury in DCD grafts are contributing factors to post-transplantation syndrome, including oxidative stress, mitochondrial dysfunction, and adenosine triphosphate (ATP) depletion [19]. Mitochondrial reactive oxygen species (ROS) are the major messengers to spark autophagy [20,21]. Autophagy is a self-eating catabolic pathway conserved in eukaryotic cells, with the lysosome as the final destination, and it can be divided into three different types, namely, macroautophagy, microautophagy, and chaperone-mediated autophagy (CMA), depending on the different pathways and morphological characteristics of autophagy substrates [22]. According to the different uptake and degradation processes, autophagy can also be divided into selective and nonselective categories [23]. Autophagy may be impaired during the pathogenesis of ischemic reperfusion injury (IRI), resulting in poor tolerance to IRI [24]. Strategies that reduce ROS production and liver damage, and improve mitochondrial functionality and ATP secretion could help to expand the available pool for transplantation [25].

Mitochondria are commonly regarded as the batteries of the cell and are involved in signal regulation and producing ATP. Mitochondria form a network of highly dynamic organelles and undergo continual fission, fusion, and degradation [24]. Mitophagy is one of the organelle-specific selected macroautophagic pathways that refer to the removal of excess or damaged mitochondria to maintain mitochondrial homeostasis, and can be regarded as a process of degradation [26], with the damaged mitochondria leading to the initiation of selective mitophagy [27,28]. Thus, we hypothesized that mitophagy may play an important role in the protection of mitochondria by HOPE, and we sought to investigate the related mitophagy mechanism in a DCD rat model applied with HOPE to explore the possibility of mitophagy as a therapeutic target to improve graft quality in DCD transplantation.

## 2. Results

### 2.1. HOPE Alleviated DCD Liver Injury in Rats

Figure 1A describes our experiment groups, Figure 1B shows the DCD process, and Figure 1D–F display the preservation and MP parameters. DCD liver subjected to 30 min warm ischemic following 4 h cold storage displayed a more mottled hemorrhagic pattern on the surface compared with DCD liver subjected to 3 h cold storage and subsequent MP, while HOPE-treated liver had a cleaner surface and better texture (Figure 1C). The release of liver-specific enzymes AST, ALT, and LDH was more specific to hepatocellular injury, and three markers in perfusate showed the decreased injury of DCD liver in three experimental groups during the storage and MP, while the HOPE 1 h group had lower levels of ALT (SCS 3506 ± 2368 vs. HMP 873 ± 618 vs. HOPE 402 ± 2023 U/L, respectively), and LDH (SCS 14,184 ± 56,212 vs. HMP 5353 ± 4684 vs. HOPE 2398 ± 1732 U/L, respectively) compared with the SCS 4 h and HMP 1 h groups (*p* < 0.05; Figure 2A). Microscopic tissue structure was assessed using hematoxylin and eosin (H&E) in a blinded manner. Liver in warm ischemic for 30 min without other interventions presented more several sinusoidal congestions, cytoplasmic vacuolization, and necrosis than the other three groups (*p* < 0.05; Figure 2C,D). The liver in the SCS 4 h group manifested moderate sinusoidal congestion and mild cytoplasmic vacuolization compared with the HMP 1 h and HOPE 1 h groups, while single-cell necrosis was seen in all groups; however, favorable morphological manifestations were observed for livers in the HMP 1 h and HOPE 1 h groups.

### 2.2. HOPE Enhanced Mitochondrial Function and Attenuated Oxidative Stress in DCD Liver

Complex I catalyzes the first step of NADH oxidations, elevating the NAD+/NADH ratio and translocating protons across the inner mitochondrial membrane, ultimately leading to energy production [29]. The HOPE 1 h group exhibited increased cellular NAD+/NADH ratios more than the three other groups, especially WI 30 min (Figure 2B). Flavin mononucleotide (FMN) is a marker of mitochondrial complex I injury that can be measured in real-time during perfusion [30,31]. FMN was assessed in perfusate every 15 min during hypothermic machine perfusion, and the results showed that FMN decreased more in the HOPE 1 h than the HMP 1 h group (Figure 2B). Mitochondrial function was determined by the ability to utilize oxygen and nutrients to generate ATP, and at the end of hypothermic storage/perfusion, liver samples in the HOPE group demonstrated higher levels than the other three groups (*p* < 0.05; Figure 2F). The antioxidant superoxide dismutase (SOD) and the lipid peroxidation metabolite malondialdehyde (MDA) increased in both the HMP and HOPE groups when compared with the other two groups (Figure 2F). As increased MDA was inversely correlated with liver function in machine perfusion groups, 4-hydroxynonenal (4-HNE), which is another marker of lipid peroxidation and a critical mediator of mitochondrial dysfunction, was significantly lower in the HOPE 1 h group after IHC staining (*p* < 0.05; Figure 2D,E).

### 2.3. HOPE Regulated Transcriptomic Profiles in DCD Liver

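Liver tissue for RNA-seq was taken at the end of preservation, before the normothermic perfusion that simulates transplantation, from 3 rat livers in each of the 4 groups. Every liver had 30 min of warm ischemia. The WI 30 min livers had no further treatment, the SCS 4 h livers had 4 h of static cold storage, and the HMP 1 h and HOPE 1 h livers had 3 h of cold storage followed by 1 h of machine perfusion at 4 °C and 1.2 mL/min. In the HOPE 1 h group the perfusate was oxygenated to a PO2 of 60 to 80 kPa. The authors aligned paired-end reads to the rat genome with Hisat2 and assembled them with StringTie, and the submitters' processing notes name the build Rnor_6.0. The tool that counted reads per gene, and whether it used strand, are not given in the sources used here. The values used here are the deposited raw counts per gene of each liver. Total counts were 15262961 to 17083357 (median 16008825) in WI 30 min, 15592012 to 17167688 (median 16543637) in SCS 4 h, 16563806 to 17240977 (median 16848912) in HMP 1 h and 17582521 to 18343167 (median 17945749) in HOPE 1 h. Of 33744 genes, the 13687 that passed edgeR's filter on low counts were tested, and they held at least 99.9% of the counts of each liver. All 12 livers entered 1 edgeR quasi-likelihood model with a mean per group after TMM normalization, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05. In addition, 40 gene lists were set, 15 for functions that the study discusses, 13 for other functions and 12 for cell types. The lists, the comparisons, the main tests and the rule for naming genes were fixed before the data were examined. Where a list had no called gene, its leading genes were named outside this rule, after their values were seen. Counts at an unadjusted p were also added afterwards. The 38 lists with at least 5 tested genes were tested with camera at a preset correlation between genes of 0.01 and again with a correlation estimated per list.

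Livers of 1 group differed from each other about as much as livers of different groups. Pearson's r of log2 CPM, taken across genes, which are not independent replicates, was 0.937 to 0.973 (median 0.966) within groups and 0.936 to 0.971 (median 0.963) between groups. Transcripts of mitochondrial DNA took 18.7% of the counts in HMP liver 1 and 4.79% to 10.2% in the other livers. A score of the markers of Kupffer, sinusoidal endothelial, stellate and bile duct cells (mean log2 CPM, centred on the 12 livers) was 1.00 in HMP liver 1 and 0.803 in HOPE liver 3, and −0.474 to 0.0837 in the others.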

To further test how HOPE may affect liver function following hypoxia-ischemic injury, we analyzed the liver transcriptome using RNA seq to clarify the vital quality control processes. 

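Nuclear genes for the subunits of the respiratory chain and ATP synthase, the oxidative phosphorylation (OXPHOS) list, were lower as a list in HOPE 1 h than in SCS 4 h livers, and the 13 mRNAs encoded by mitochondrial DNA were higher as a list, both only at camera's preset correlation between genes and not with an estimated one. Genes of fatty acid oxidation were lower as a list in HOPE 1 h than in both SCS 4 h and WI 30 min livers, again not with an estimated correlation. All 74 OXPHOS genes had a negative log2 fold change against SCS 4 h (median −0.45), and 55 were lower when adjusted over the list alone, while 0 passed over all genes. Much of this lies in SCS 4 h, since all 74 were also positive in SCS 4 h against WI 30 min (median 0.28, camera adjusted p = 5.33e-23, and adjusted p = 0.417 with an estimated correlation), and 72 were negative in HMP 1 h against SCS 4 h. Ribosomal protein genes went the same way, with 62 of 66 negative in HOPE 1 h against SCS 4 h (median −0.24, camera adjusted p = 9.04e-13, and adjusted p = 0.677 with an estimated correlation), so the difference is not one of OXPHOS genes alone. Ndufa3, a subunit of complex I (ENSRNOG00000060293, chromosome 1 of Rnor_6.0 from 64172540 to 64175099), had 26.2 ± 2.60 CPM (SD, n = 3) in HOPE 1 h and 49.4 ± 6.18 CPM (SD, n = 3) in SCS 4 h. This is a log2 fold change of −0.91 (standard error 0.16, adjusted p = 0.268 from edgeR's quasi-likelihood test). Atp5me, a subunit of ATP synthase (chromosome 14 from 2325308 to 2326436), had a log2 fold change of −1.09 (standard error 0.213, adjusted p = 0.268 from edgeR). The camera adjusted p of the OXPHOS list was 7.79e-41, and adjusted p = 0.405 with an estimated correlation. Against WI 30 min, 70 of its 74 genes were negative (median −0.15, camera adjusted p = 2.17e-07, and adjusted p = 0.705 with an estimated correlation), and against HMP 1 h 50 were negative (camera adjusted p = 0.12). The 13 mitochondrially encoded mRNAs were all positive against SCS 4 h (median 0.70), with 0 passing when adjusted over the list alone or over all genes. ND5, another complex I subunit, had 3205 ± 349 CPM (SD, n = 3) in HOPE 1 h and 1596 ± 401 CPM (SD, n = 3) in SCS 4 h, a log2 fold change of 1.01 (standard error 0.353, adjusted p = 0.344 from edgeR). This list had a camera adjusted p of 5.65e-06, and adjusted p = 0.677 with an estimated correlation; mitochondrial transcripts took 6.56% to 10.2% of the counts in HOPE 1 h livers and 5.07% to 6.02% in SCS 4 h livers.

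Of 43 genes of fatty acid oxidation, 38 were negative against SCS 4 h (median −0.48) and 21 were lower when adjusted over the list alone, with 0 over all genes. Hadha, which carries out the last steps of mitochondrial long-chain oxidation (chromosome 6 from 27589657 to 27629175), had 446 ± 2.26 CPM (SD, n = 3) in HOPE 1 h and 646 ± 29.2 CPM (SD, n = 3) in SCS 4 h, and Acads, the short-chain acyl-CoA dehydrogenase, had a log2 fold change of −0.50 (standard error 0.112, adjusted p = 0.287 from edgeR). Camera gave this list an adjusted p of 5.97e-17 against SCS 4 h (adjusted p = 0.405 with an estimated correlation) and 2.91e-15 against WI 30 min (adjusted p = 0.368 with an estimated correlation), where 39 of 43 genes were negative. Against HMP 1 h, 33 of the 43 were positive (median 0.15), with a camera adjusted p of 0.0241 and adjusted p = 0.953 with an estimated correlation. For oxidative stress, 33 of 50 antioxidant genes and targets of Nrf2 were negative against SCS 4 h (median −0.15, camera adjusted p = 0.0108, and adjusted p = 0.677 with an estimated correlation), and 0 passed when adjusted over the list alone. Sod1, the cytosolic superoxide dismutase (chromosome 11 from 30363280 to 30368862), had 331 ± 31.8 CPM (SD, n = 3) in HOPE 1 h and 518 ± 134 CPM (SD, n = 3) in SCS 4 h (edgeR adjusted p = 0.349). The camera adjusted p of the antioxidant list was 0.87 against WI 30 min, where median and mean differed in sign, and 0.38 against HMP 1 h. Against WI 30 min, SCS 4 h and HMP 1 h, the 33 pro-apoptotic genes had camera adjusted p of 0.478, 0.726 and 0.924, and the 55 genes of the autophagy machinery had 0.358, 0.569 and 0.924. In these 6 tests 0 genes passed when adjusted over the list alone, and against HMP 1 h the median, mean and test of both lists differed in sign.

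By edgeR, 0 genes were called between HOPE 1 h and WI 30 min, SCS 4 h or HMP 1 h. An unadjusted p under 0.05 was reached by 1173, 1489 and 1024 genes, where 684 are reached by chance, and DESeq2 called 93, 140 and 14. The 3 HOPE 1 h livers did not overlap the 3 livers of the other group for 16.2%, 19.2% and 11.1% of the tested genes, where chance gives 10%. Without 1 liver the edgeR count against WI 30 min was 4 (HOPE liver 2), 2 (WI liver 3) or 1 (HMP liver 1), against SCS 4 h it was 1 (SCS liver 2, HMP liver 1 or HOPE liver 1), and against HMP 1 h it was 2 (HOPE liver 1). Of the 38 lists, camera called 15, 13 and 5, of which 0 were called with an estimated correlation, and limma's rotation test fry called 0 in each; the 13 against SCS 4 h became 7 without HOPE liver 3, and the 5 against HMP 1 h became 16, 14, 15 and 13 without HMP liver 1, 2 or 3 or HOPE liver 3.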

Gene ontology mapping indicated that processes related to mitochondrial metabolism, oxidative stress, and cell death autophagy were increased in the WI 30 min, SCS 4 h and HMP 1 h groups compared with the HOPE 1 h group (Figure 3A). Consistent with these findings, the z-score was used to compare the four groups to observe changes in relevant downstream biological effects. The activation of biological functions displayed a gradient from dark blue to red for z-scores (Figure 3B). 

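Among the 15 lists of functions that the study discusses, 3 had their highest mean score in HOPE 1 h: the mitochondrially encoded mRNAs, the pro-apoptotic genes and the survival genes. This number was 4 without HMP liver 1 or HOPE liver 1, and 2 without WI liver 2, SCS liver 3 or HMP liver 2. It was 0 without HOPE liver 3 or without HMP liver 3. Without HOPE liver 3 the score of HOPE 1 h minus the other livers was −0.01 for both pro-apoptotic and survival genes. Fatty acid oxidation scored −0.18 ± 0.0822 (SD, n = 3) in HOPE 1 h and −0.32 ± 0.166 (SD, n = 3) in HMP 1 h, against 0.25 ± 0.290 (SD, n = 3) in WI 30 min and 0.26 ± 0.0989 (SD, n = 3) in SCS 4 h. The nuclear OXPHOS genes scored highest in SCS 4 h, at 0.28 ± 0.120 (SD, n = 3), and lowest in HOPE 1 h, at −0.18 ± 0.0810 (SD, n = 3). The innate immune list, which holds pattern recognition receptors, cytokines and chemokines, scored 0.23 ± 0.493 (SD, n = 3) in HMP 1 h and 0.10 ± 0.137 (SD, n = 3) in HOPE 1 h, and −0.14 and −0.19 in WI 30 min and SCS 4 h; without HMP liver 1 the HMP 1 h mean was −0.05, and without HOPE liver 3 the HOPE 1 h mean was 0.02. The score of a list in a liver is the mean over its genes of log2 CPM (prior count 2), centred on each gene's mean over the 12 livers, and the z-scores are those of the 4 group means.

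Mitochondrially encoded mRNAs scored 0.36 ± 0.218 (SD, n = 3) in HOPE 1 h (z-score 0.948), and in HMP 1 h the livers scored 1.45, −0.40 and −0.16. Mitophagy genes scored 0.05 in SCS 4 h, 0.02 in WI 30 min, 0.01 in HOPE 1 h and −0.07 in HMP 1 h, where 1 SD between the livers of a group was 0.0544. Mitochondrial dynamics genes scored 0.09 in WI 30 min, 0.10 in SCS 4 h, −0.15 in HMP 1 h and −0.04 in HOPE 1 h. HMP livers 1, 2 and 3 scored −0.31, −0.09 and −0.04, so HMP liver 1 lowers that mean most. Genes of cholesterol synthesis scored 0.22 ± 0.280 (SD, n = 3) in HMP 1 h and −0.12 ± 0.0890 (SD, n = 3) in HOPE 1 h. Survival genes had a z-score of 0.873 in HOPE 1 h, where the livers had a mean of 0.05 ± 0.150 (SD, n = 3). DNA repair genes had mean scores from −0.04 to 0.05. For 4 of the 15 lists the 4 group means spanned less than the SD between livers of a group. Autophagy machinery spanned 0.0387 with an SD of 0.0543, pro-apoptotic genes 0.0512 with an SD of 0.113, and fatty acid and triglyceride synthesis 0.188 with an SD of 0.304; the fourth was bile acid synthesis. The z-scores of autophagy machinery still ran from −0.736 to 1.43, since each list is scaled to the spread of its own group means. In an exact two-sided permutation test of HOPE 1 h against the other 9 livers (220 splits, smallest possible p 0.00455), 1 of the 40 lists had a p under 0.05, the mesothelial and capsule markers (p = 0.0273), and 0 after Benjamini-Hochberg adjustment (lowest 0.864). The exact permutation p was 0.0864 for the OXPHOS genes and 0.214 for the mitochondrially encoded mRNAs. For these mRNAs it was under 0.05 without HMP liver 1, with a difference of 0.67, and again 0 lists passed the adjustment.

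**Figure D1:**
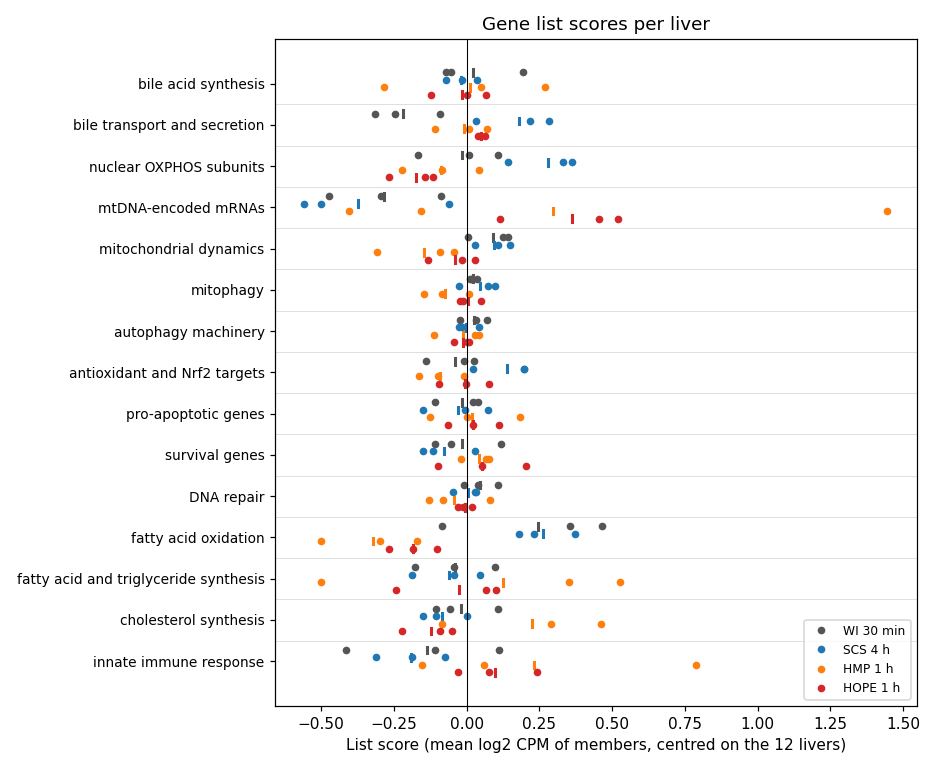
Scores of the 15 lists of functions that the study discusses. Each point is 1 liver, with 3 livers per group coloured by group, the short bars are group means, and the x axis is the mean log2 CPM of the list's genes centred on the 12 livers. HMP liver 1 lies at 1.45 for the mitochondrially encoded mRNAs, and the group means of bile acid synthesis and autophagy machinery lie close together.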

Pre-compiled lists of genes that are known to be involved in cellular biological functions were compared using different groups. HOPE resulted in the activation of bile metabolism and secretion, mitochondrial function, the autophagy pathway, cellular survival, and the regulation of oxidative stress.

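Pink1, the kinase that starts mitophagy on damaged mitochondria, and Sqstm1, which encodes the autophagy receptor P62, had close to equal mRNA levels in HOPE 1 h and the other livers. Pink1 (ENSRNOG00000015385, chromosome 5 from 156677146 to 156689415) had 250.35 ± 48.4 CPM (SD, n = 3) in HOPE 1 h and 261 ± 23.9 CPM (SD, n = 9) in the other livers, a log2 fold change of −0.06 against the mean of the other groups (standard error 0.125, adjusted p = 0.92 from edgeR). Sqstm1 (chromosome 10 from 35704730 to 35716294) had 411 ± 35.1 CPM (SD, n = 3) and 389 ± 63.4 CPM (SD, n = 9), with an edgeR adjusted p of 0.873. As lists, OXPHOS and fatty acid oxidation genes were lower and mitochondrially encoded mRNAs and interferon-stimulated genes were higher in HOPE 1 h than in the mean of the other groups at camera's preset correlation, and none of these lists was called with an estimated correlation. Map1lc3b, which encodes LC3B of the autophagosome membrane (chromosome 19 from 53629779 to 53646058), had 178 ± 30.7 CPM (SD, n = 3) and 157 ± 23.7 CPM (SD, n = 9), a log2 fold change of 0.19 (standard error 0.158, adjusted p = 0.779 from edgeR). For the apoptosis genes, the log2 fold change was 0.06 for Bax (standard error 0.208) and 0.53 for Bcl2 (standard error 0.539), whose mean was 0.717 ± 0.288 CPM (SD, n = 3) in HOPE 1 h. The superoxide dismutases Sod1 and Sod2 had log2 fold changes of −0.44 (standard error 0.195) and −0.17 (standard error 0.0981). The largest of the 15 tested genes that the study names or measures were Got1, which encodes cytosolic aspartate aminotransferase, with 0.67 (standard error 0.268, adjusted p = 0.614 from edgeR) and Ldha, lactate dehydrogenase A, with −0.53 (standard error 0.155, adjusted p = 0.588 from edgeR). Ldha was lower only beside the unperfused groups, with −0.79 against WI 30 min, −0.91 against SCS 4 h and 0.10 (standard error 0.184) against HMP 1 h. Of the 15 genes 0 were called.

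Of 35 mitophagy genes 17 were positive and 18 negative, with a camera adjusted p of 0.88, and of 55 genes of the autophagy machinery 30 were positive and 25 negative, with a camera adjusted p of 0.573; in both, median and mean differed in sign. Survival genes were positive in 22 of 32 (median 0.04, adjusted p = 0.773 by limma's camera), antioxidant genes and Nrf2 targets negative in 31 of 50 (median −0.05, camera adjusted p = 0.531), pro-apoptotic genes positive in 20 of 33 (camera adjusted p = 0.636) and mitochondrial dynamics genes negative in 22 of 37 (camera adjusted p = 0.31). In these 6 lists, 0 genes passed when adjusted over the list alone and 0 over all genes. OXPHOS genes were negative in 73 of 74 (median −0.23, camera adjusted p = 6.83e-19, and adjusted p = 0.749 with an estimated correlation), with 1 lower when adjusted over the list alone. Mitochondrially encoded mRNAs were positive in 13 of 13 (median 0.42, camera adjusted p = 0.000408, and adjusted p = 0.885 with an estimated correlation), and genes of fatty acid oxidation negative in 36 of 43 (median −0.25, camera adjusted p = 8.67e-09, and adjusted p = 0.749 with an estimated correlation). Genes of cholesterol synthesis were negative in 18 of 27 (camera adjusted p = 0.00886, and adjusted p = 0.882 with an estimated correlation), and the 33 interferon-stimulated genes had a mean of 0.58, with 14 higher when adjusted over the list alone (camera adjusted p = 1.65e-13, and adjusted p = 0.567 with an estimated correlation). Its score was 0.38 in HOPE 1 h and 0.55 in HMP 1 h, and 18 of the 33 were positive in HOPE 1 h against HMP 1 h (median 0.01 and mean −0.13, adjusted p = 0.199 by limma's camera). Sinusoidal endothelial markers were positive in 19 of 19 (median 0.44, camera adjusted p = 3.08e-07, and adjusted p = 0.882 with an estimated correlation). Their score was −0.235, 0.280 and 0.944 in HOPE livers 1, 2 and 3. The exact permutation test of this score in HOPE 1 h against the other livers gave p = 0.114 (0.909 after adjustment). DNA repair, innate immune and fatty acid and triglyceride synthesis genes had camera adjusted p of 0.623, 0.454 and 0.156.

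By edgeR 0 genes were called between HOPE 1 h and the mean of the other groups, with 1080 at an unadjusted p under 0.05 and 22 called by DESeq2. All HOPE 1 h livers lay above or below all other livers for 1.05% of genes, where chance gives 0.909%. The edgeR count was 1 without HMP liver 1, HOPE liver 1 or HOPE liver 2, and 1 with HMP liver 1 and HOPE liver 3 both left out, an alternative chosen after seeing the data. From the z-scores of the groups over pre-compiled gene lists (Figure 3B), the paper states that these functions were activated by HOPE. For mitophagy flux and apoptosis the paper also measured proteins, among them LC3-II, P62, Parkin, Bax and Bcl-2. It measured AST and LDH as activity in the perfusate. The mRNA levels given here do not test those results.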

### 2.4. HOPE Prevented Hepatocyte Injury and Reduced Apoptosis in Rat Liver

We detected several ischemic injuries in terms of nuclear injury, the release of 8-OHdG, and Cyt C lower in HOPE 1 h (Figure 4A). HOPE-treated liver grafts presented significantly less injury compared with the other three groups in terms of HMGB1 staining, especially WI 30 min (*p* < 0.05; Figure 4B,C). We used TUNEL staining for each liver tissue, and the ratios of positive cells to the total number of cells in the four groups showed no considerable differences (Figure 4D,F). Apoptosis-related proteins of cleaved-caspase3 and Bax were reduced in the HOPE 1 h group, the protein level of Bcl-2 was upregulated in the HOPE 1 h group, and the antiapoptotic of Bcl-2/Bax increased in the HOPE 1 h group more than the others, especially compared with SCS 4 h (*p* < 0.05; Figure 4E,F).

### 2.5. HOPE Restored Mitophagy and Promoted Mitophagy Flux after Hypoxia-Ischemic Injury in DCD Liver

We investigated the association between hypoxic-ischemic liver and mitophagy. Hypoxia-ischemic injury induced autophagy, increased the expression of LC3-II/GAPDH in the four groups, and stimulated greater P62 accumulation in the WI 30 min and SCS 4 h groups compared with the HMP 1 h group, while the level dramatically decreased in the HOPE 1 h group (*p* < 0.05; Figure 5A,B), which means autophagy flux was blocked in WI 30 min and SCS 4 h and decreased in the HMP 1 h group. The immunohistochemistry of LC3 demonstrated hepatocyte LC3 staining in a pancytosolic pattern in the WI 30 min and SCS 4 h groups, whereas in the HMP 1 h and HOPE 1 h groups the LC3 staining changed to a granule-type staining pattern, indicating autophagosome formation, especially in the HOPE group (Figure 5C). The immunohistochemistry of P62 showed higher staining in a pancytosolic pattern in the WI 30 min and SCS 4 h groups, and P62 staining decreased in the HMP 1 h group, while it was lower in the HOPE 1 h group (*p* < 0.05; Figure 5C,D). The protein level and IHC staining results indicated that the HOPE 1 h group restored mitophagy and promoted mitophagy flux. Transmission electron microscopy (TEM) images of mitophagy vacuoles in TEM-1 or autophagy vacuoles in TEM-2 were observed in all four groups (Figure 5E, white arrow).

### 2.6. Mitophagy Was Essential for the Protective Effect of HOPE

To test whether mitophagy is required for the hepatocellular protective effect in the HOPE 1 h group to mitigate against hypoxic-ischemic injury, we used two autophagy inhibitors, 3-methyladenine (3-MA) and chloroquine (CQ), to block autophagy in both genotypes. The release of the liver-specific enzymes AST, ALT, and LDH in perfusate declined more slowly than in HOPE 1 h, especially for ALT and LDH (*p* < 0.05; Figure 6A). Autophagy inhibition presented with a significantly increased release of cell injury markers 8-OHdG, HMGB1, and Cyt C in perfusate (*p* < 0.05; Figure 6B), and 3-MA and CQ pretreatment significantly counteracted the protective effect of HOPE 1 h. The WB of autophagy levels in 3-MA and CQ groups represent the intervention success (Figure 6C). The microscopic tissue structure displayed increased sinusoidal congestions, cytoplasmic vacuolization, and necrosis in the autophagy-inhibition groups, and HMGB1 staining presented less injury in the HOPE 1 h group compared with the other two groups (*p* < 0.05; Figure 6D). Dihydroethidium (DHE) was often used for monitoring the formation of ROS in cells; the level of ROS was higher in autophagy-inhibition groups than in HOPE 1 h group. These observations suggest that HOPE 1 h protects the DCD liver in an autophagy-dependent manner.

### 2.7. HOPE Ameliorated Ischemic Reperfusion Injury in DCD Liver

We applied NMP as a simulate transplantation, and all reached standard parameters, including the normothermic temperature and the presence of blood in the liver, and maintained homogeneous perfusion (Figure 7A,B; Figure S1A). By the end of NMP 2 h, there was no significant change in the texture and appearance of liver during simulated transplantation, although a small mottled hemorrhagic pattern appeared on the surface in some parts of the lobe (Figure 7C). Bile production decreased in all groups during simulated transplantation (Figure 7D), and was not significantly different in the SCS 4 h, HMP 1 h, and HOPE 1 h groups (50.9 ± 3.3 vs. 34.5 ± 5.8 vs. 31.6 ± 5.1 µL g^−1^, respectively), while the pH levels of bile in the three groups were all >7.5 (7.6 ± 0.04 vs. 7.7 ± 0.1 vs. 7.6 ± 0.1, respectively), and the results of bile acid metabolism were lower in the HOPE 1 h group (Figure S1B). Although the transaminase and LDH had no significant difference between the SCS 4 h, HMP 1 h, and HOPE 1 h groups (Figure S1C), the values at the end of NMP (ALT 335 ± 105 vs. 328 ± 121 vs. 257 ± 98 U/L, respectively; AST 502 ± 235 vs. 552 ± 136 vs. 386 ± 72 U/L, respectively; LDH 1696 ± 724 vs. 1264 ± 588 vs. 987 ± 143 U/L, respectively) were significantly degraded above hypothermic perfusion/storage. Liver-metabolized lactate levels in the SCS 4 h group were higher than in the HOPE 1 h group at the beginning of simulate transplantation; the levels all decreased in the three groups during NMP (*p* < 0.05; Figure 7E), and the average lactate levels at the end of NMP in the SCS 4 h, HMP 1 h, and HOPE 1 h groups were 5.2 ± 0.7, 3.3 ± 0.6, and 3.3 ± 1.9 mM, respectively. After NMP for 2 h, HOPE-treated livers presented with a significant decline in the release of 8-OHdG, HMGB1, and Cyt C, especially for Cyt C (*p* < 0.05; Figure 7F). HMGB1 staining presented less injury in the HOPE 1 h+NMP 2 h group compared with the other two groups (*p* < 0.05, Figure S1D).

## 3. Discussion

The application of MP before liver transplantation is considered a premier method to optimize liver availability and reduce ischemic reperfusion injury in high-risk grafts. In this study, we imitated the graft procurement and preservation protocol in clinical practice to investigate the potential protective mechanisms of HOPE in a DCD rat model compared with SCS and HMP. A short perfusion time of 1 or 2 h HOPE is sufficient to restore cellular ATP levels, recover mitochondrial function, and reduce cellular injury [32,33,34]. We hypothesized that mitophagy may play an important role in maintaining mitochondrial function in HOPE. Here, we discussed the potential HOPE mechanisms related to mitophagy that contributed to liver recovery.

Perfusate transaminases and mitochondrial complex I injury were correlated with subsequent graft performance. HOPE-treated DCD liver grafts were superior to those treated using SCS and HMP, with a high level of ATP and gradually declining hepatocellular injury (AST, ALT, and LDH). We demonstrated that the HOPE 1 h group displayed an enhanced cellular redox potential (NAD+/NADH ratio) by mitochondrial complex I activity, and FMN decreased in the HOPE 1 h group. Oxygen is the key aspect of hypothermic perfusion, and low-flow oxygen in HOPE does not provoke excess relevant ROS to release and prevent oxidative stress [17]. Excessive ROS can cause cell oxidative damage and mitochondrial dysfunction [35]. HOPE can reduce ROS production by increasing SOD and the decreasing 4-HNE staining; however, a high MDA value was observed after HOPE treatment. MDA is a stable lipid peroxidation metabolite, reflecting the free radical content and degree of lipid peroxidation [36]. However, active oxygenation downsides exist, especially during hypothermia, with intracellular redox-active iron ions triggering free-radical-mediated cell injury in the presence of oxygen [37]. Although there were no differences between the four groups, this suggests that ROS-mediated lipid injury during machine perfusion is indeed affected by oxygenation. A possible explanation might be postponed reoxygenation injury, but it had only minor effects that were not correlated to organ function after perfusion, and our results correlated with those of the study performed by Hoyer et al. [38].

We utilized transcriptomic analysis to investigate the cellular response to its microenvironment imposed by hypoxia-ischemic stress. Gene expression changed dramatically in different DCD graft interventions. 

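Several interferon-stimulated genes rose, and several genes of fatty acid oxidation fell, in the 6 livers with machine perfusion (HMP 1 h and HOPE 1 h) compared with the 6 without (WI 30 min and SCS 4 h). Several heat shock protein genes fell in the same comparison, with a list score further from the unperfused livers in HMP 1 h than in HOPE 1 h. These lists were called by camera at its preset correlation and not with an estimated one. Mx1, an antiviral GTPase (ENSRNOG00000001959, chromosome 11 from 37891156 to 37914983), had 14.2 ± 5.80 CPM (SD, n = 6) in perfused and 3.65 ± 1.89 CPM (SD, n = 6) in unperfused livers, and rose by 2.02 on the log2 scale (standard error 0.33, adjusted p = 0.0273 from edgeR). Hadha fell by 0.54 on the log2 scale (standard error 0.0865, adjusted p = 0.0273 from edgeR), with 421 ± 29.8 CPM (SD, n = 6) and 612 ± 60.2 CPM (SD, n = 6). Hsp90ab1, the constitutive cytosolic Hsp90 (chromosome 9 from 17817721 to 17823243), had 685 ± 147 CPM (SD, n = 6) and 1157 ± 112 CPM (SD, n = 6). Ldha, the glycolytic enzyme that makes lactate (chromosome 1 from 102900286 to 102909707), fell from 1848 ± 326 CPM (SD, n = 6) to 991 ± 67.2 CPM (SD, n = 6), a log2 fold change of −0.90 (standard error 0.131, adjusted p = 0.0169 from edgeR).

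Of 33 interferon-stimulated genes 8 rose over all genes and 25 when adjusted over the list alone, and 32 were positive (median 0.81). Besides Mx1 they include Irf7, a transcription factor of the interferon response, with 41.9 ± 15.8 CPM (SD, n = 6) and 12.5 ± 6.41 CPM (SD, n = 6), and Oas1a, a sensor of double-stranded RNA, with a log2 fold change of 2.06. The camera adjusted p was 5.89e-28, and adjusted p = 0.138 with an estimated correlation. Against WI 30 min alone the list was positive in 31 of 33 genes in HOPE 1 h (mean 1.13, camera adjusted p = 1.45e-26, and adjusted p = 0.208 with an estimated correlation) and in 32 of 33 in HMP 1 h (mean 1.26, camera adjusted p = 4.6e-27, and adjusted p = 0.165 with an estimated correlation). Against SCS 4 h the means were lower, at 0.73 in HOPE 1 h and 0.87 in HMP 1 h (camera adjusted p = 1.57e-11 and 9.65e-14, and adjusted p = 0.527 and 0.301 with an estimated correlation), since SCS 4 h itself had a mean of 0.39 against WI 30 min. Of 43 genes of fatty acid oxidation 12 fell over all genes and 28 when adjusted over the list alone (median −0.46, camera adjusted p = 7.58e-28, and adjusted p = 0.138 with an estimated correlation). They include Cyp4a1, a fatty acid ω-hydroxylase, which fell by 0.90 on the log2 scale, and Hadhb and Acadl, enzymes of the β-oxidation spiral, which fell by 0.71 and 0.64. Of 23 heat shock protein genes 7 fell over all genes; adjusted over the list alone 13 fell and 1 rose (camera adjusted p = 2.5e-13, and adjusted p = 0.212 with an estimated correlation). The heat shock score was −0.41 ± 0.207 (SD, n = 3) in HMP 1 h and −0.06 ± 0.282 (SD, n = 3) in HOPE 1 h, against 0.23 ± 0.181 (SD, n = 3) in WI 30 min and 0.24 ± 0.106 (SD, n = 3) in SCS 4 h. HOPE livers 1, 2 and 3 scored −0.38, 0.09 and 0.11, so the negative HOPE 1 h mean rests on HOPE liver 1. The unperfused livers scored 0.04 to 0.40. Between HOPE 1 h and HMP 1 h, 19 of the 23 were positive (camera adjusted p = 3.51e-06, and adjusted p = 0.953 with an estimated correlation), and 0 passed when adjusted over the list alone. Fkbp4, a co-chaperone of Hsp90, had 100.1 ± 11.3 CPM (SD, n = 6) and 177 ± 25.2 CPM (SD, n = 6), and Hspe1, the mitochondrial Hsp10, fell by 1.20 on the log2 scale. Of 34 hypoxia and HIF targets 3 fell over all genes, the glycolytic enzymes Ldha, Gapdh and Pgk1, and 20 of the 34 were positive (adjusted p = 0.444 by limma's camera, with the test opposite in sign to the median and mean). Gapdh fell by 0.65 and Pgk1 by 0.59 on the log2 scale. OXPHOS genes fell in 3 of 74 over all genes (Ndufb7, Ndufb9 and Ndufa3) and in 44 when adjusted over the list alone (median −0.28, camera adjusted p = 7.78e-22, and adjusted p = 0.373 with an estimated correlation). Ccn1, a matricellular growth factor among 39 immediate early genes, rose by 1.26 on the log2 scale (standard error 0.263), as 7 did when adjusted over the list alone, and Calr and Sdf2l1, of protein folding in the endoplasmic reticulum, fell by 0.57 and 0.47. Sinusoidal endothelial, Kupffer cell and B cell markers were positive in 19 of 19, 16 of 16 and 10 of 10 genes (medians 0.53, 0.53 and 0.79), with camera adjusted p of 2.15e-06, 0.000506 and 0.00329, and adjusted p = 0.599 for each with an estimated correlation. The differences of their scores, 0.46, 0.39 and 0.56, had exact permutation p of 0.0996, 0.227 and 0.0433 (0.362, 0.433 and 0.192 after adjustment). Without HMP liver 1 they were 0.33, 0.17 and 0.27, and without HOPE liver 3 they were 0.32, 0.30 and 0.52. Some named genes, among them Mx1, Oas1a, Cyp4a1 and Gapdh, have close paralogs or pseudogenes, so their counts may include reads of those. The same limit may hold for other genes named here or in the closing section.

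EdgeR called 140 genes, 37 higher and 103 lower in perfused livers, of 2418 at an unadjusted p under 0.05, and DESeq2 called 734. All perfused livers lay above or below all unperfused livers for 1.83% of genes, where chance gives 0.216%. In an exact two-sided permutation test of the list scores (924 splits), the interferon difference of 0.93 and the fatty acid oxidation difference of −0.51 each had p = 0.00216, the smallest p possible, and 0.0433 after Benjamini-Hochberg adjustment over the 40 lists. The adjusted p was 0.0433 for both without HOPE liver 2 or HOPE liver 3; without each other liver it was over 0.05 for both, from 0.0577 (WI liver 2 or HOPE liver 1), 0.0649 (HMP liver 3) and 0.0693 (HMP liver 2) to 0.0866 (WI liver 1, WI liver 3, SCS liver 1, SCS liver 2, SCS liver 3 or HMP liver 1). The heat shock difference of −0.47 had p = 0.00649 in the same permutation test and 0.0649 after adjustment (0.0433 without HOPE liver 2 or HOPE liver 3), and these 2 livers lay above WI liver 2. Limma's fry called 5 of the 38 lists, among them interferon and fatty acid oxidation (adjusted p = 0.0148 for each) and heat shock proteins (adjusted p = 0.027). By edgeR 0 genes were called between SCS 4 h and WI 30 min, HMP 1 h and WI 30 min or HMP 1 h and SCS 4 h, with 653, 1894 and 1983 at an unadjusted p under 0.05 and 15, 390 and 433 called by DESeq2; livers did not overlap for 13%, 16% and 17.9% of genes, where chance gives 10%. The 140 genes became 0 without HOPE liver 1 or HOPE liver 3, so every call named here is lost without either, and 2 without SCS liver 2, 4 without SCS liver 1, 6 without WI liver 1, 23 without WI liver 2, 36 without SCS liver 3, 44 without HMP liver 2 and 64 without HOPE liver 2. The 0 became 1 for SCS 4 h against WI 30 min without WI liver 2, SCS liver 2 or HOPE liver 1; for HMP 1 h against WI 30 min 29, 27, 4, 3, 1 and 1 without HMP liver 1, WI liver 3, HOPE liver 1, HMP liver 3, WI liver 2 or HMP liver 2; and for HMP 1 h against SCS 4 h 36, 30, 16, 8, 7 and 1 without HMP liver 1, WI liver 3, WI liver 1, HMP liver 3, HOPE liver 1 or SCS liver 2.

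**Figure D2:**
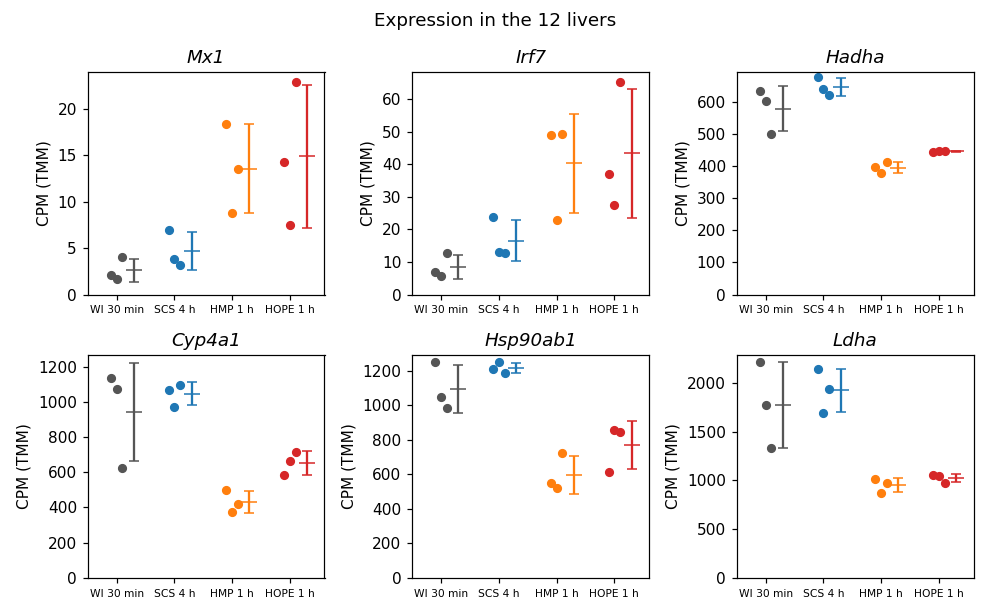
Expression of 6 genes called between perfused and unperfused livers. Each point is the CPM (TMM normalized) of 1 liver, with 3 livers per group on the x axis, and bars are the group mean ± SD. The group means of Mx1 and Irf7 lie higher and those of Hadha, Cyp4a1, Hsp90ab1 and Ldha lower in HMP 1 h and HOPE 1 h than in WI 30 min and SCS 4 h, and 1 WI 30 min liver overlaps the HOPE 1 h livers for Cyp4a1.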

At the transcriptome level, HOPE-treated DCD liver demonstrated more expression changes in genes responsible for bile metabolism, mitochondrial dynamics, cell survival, and the regulation of oxidative stress. 

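Chchd6, Chchd3 and Apool, which encode proteins of the complex that shapes the cristae of the inner mitochondrial membrane, were picked from the mitochondrial dynamics list after their values were seen, and the complex was not tested as a group. Their values were lower in HOPE 1 h than in SCS 4 h without a call over all genes, and the list was not called with an estimated correlation. Chchd6 (ENSRNOG00000060248, chromosome 4 from 121340952 to 121565212) had 8.51 ± 2.08 CPM (SD, n = 3) in HOPE 1 h and 19.4 ± 3.85 CPM (SD, n = 3) in SCS 4 h, a log2 fold change of −1.19 (standard error 0.271, adjusted p = 0.287 from edgeR). Chchd3 and Apool, 2 other members of the complex, had log2 fold changes of −0.55 (standard error 0.149) and −0.42 (standard error 0.117). These 3 of 37 genes were lower when adjusted over the list alone and 0 over all genes; 21 of the 37 were negative (camera adjusted p = 0.0108, and adjusted p = 0.677 with an estimated correlation). Against WI 30 min, 26 of the 37 were negative (median −0.10, camera adjusted p = 0.0211, and adjusted p = 0.676 with an estimated correlation) and 0 passed when adjusted over the list alone, and against HMP 1 h 26 were positive (camera adjusted p = 0.0653). In HMP 1 h, 4 genes were lower than in WI 30 min and 9 lower than in SCS 4 h when adjusted over the list alone, with 0 over all genes (camera adjusted p = 6.05e-05 and 1.13e-05, and adjusted p = 0.354 and 0.301 with an estimated correlation). Between perfused and unperfused livers Chchd6 fell by 1.09 on the log2 scale (standard error 0.192, adjusted p = 0.0321 from edgeR), a call lost without HOPE liver 1 or HOPE liver 3, and 11 of the 37 fell when adjusted over the list alone.

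For cell survival, 0 of 32 genes passed against WI 30 min, SCS 4 h or HMP 1 h, over all genes or adjusted over the list alone, and the camera adjusted p were 1 (with the test opposite in sign to the median and mean), 0.315 and 0.821. Akt2, a kinase of insulin and survival signaling, had a log2 fold change of −0.39 against WI 30 min (standard error 0.117, adjusted p = 0.471 from edgeR). Bcl2l1, which encodes the antiapoptotic Bcl-xL, had 24.1 ± 0.450 CPM (SD, n = 3) in HOPE 1 h and 35.7 ± 7.09 CPM (SD, n = 3) in HMP 1 h (log2 fold change −0.57, adjusted p = 0.558 from edgeR). For oxidative stress, Ephx1, a microsomal epoxide hydrolase (chromosome 13 from 99271366 to 99300579), had 641 ± 37.1 CPM (SD, n = 3) in HOPE 1 h and 397 ± 46.2 CPM (SD, n = 3) in WI 30 min, a log2 fold change of 0.69 (standard error 0.179, adjusted p = 0.363 from edgeR). Gclc, the catalytic subunit of the first step of glutathione synthesis, had 142 ± 2.63 CPM (SD, n = 3) in HOPE 1 h and 93.1 ± 18.7 CPM (SD, n = 3) in HMP 1 h. Adjusted over the list alone, 1 of the 50 antioxidant genes and Nrf2 targets was higher in HOPE 1 h than in HMP 1 h, the exporter Abcc4, and 0 differed between HOPE 1 h and WI 30 min, while 3 were higher and 6 lower in HMP 1 h than in WI 30 min and 5 were lower in HMP 1 h than in SCS 4 h; over all genes each of these counts was 0. Txnrd2, the mitochondrial thioredoxin reductase (chromosome 11 from 86667997 to 86716254), fell between unperfused and perfused livers, from 31.0 ± 3.93 CPM (SD, n = 6) to 22.2 ± 1.56 CPM (SD, n = 6) (edgeR adjusted p = 0.0446), a call also lost without HOPE liver 1 or HOPE liver 3. Whether these counts differ between HOPE 1 h and HMP 1 h was not tested.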

HOPE is a simple preservation approach that is clearly protective against ischemic cholangiopathies [18], and the results of our z-score analysis regarding HOPE and bile metabolism and secretion pathways reflected its relationship with bile protection. 

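Abcg5 and Abcg8, 2 genes of sterol transport picked from the bile transport list after their values were seen, had values in HOPE 1 h above those in WI 30 min and below those in SCS 4 h, with no call over all genes. Slco1a4, a sinusoidal uptake carrier of bile acids (ENSRNOG00000047493, chromosome 4 from 175969549 to 176026163), had 365 ± 75.9 CPM (SD, n = 3) in HOPE 1 h and 147 ± 77.1 CPM (SD, n = 3) in WI 30 min, a log2 fold change of 1.32 (standard error 0.363, adjusted p = 0.429 from edgeR). Abcg5 and Abcg8 together form the canalicular sterol exporter and lie next to each other on chromosome 6 (7935771 to 7961207 and 7961413 to 7980708), with log2 fold changes of 0.76 (standard error 0.241) and 0.85 (standard error 0.261) against WI 30 min. Abcg8 had 15.2 ± 4.26 CPM (SD, n = 3) in HOPE 1 h, 8.42 ± 1.30 CPM (SD, n = 3) in WI 30 min and 29.8 ± 5.24 CPM (SD, n = 3) in SCS 4 h. Against SCS 4 h the log2 fold changes were −0.97 for Abcg8 (standard error 0.256), −0.49 for Abcg5 (standard error 0.239) and −0.58 for Abcb4, the phospholipid exporter (standard error 0.17). Abcc4, a basolateral exporter of bile acids (chromosome 15 from 103696557 to 103927592), had 8.80 ± 0.821 CPM (SD, n = 3) in HOPE 1 h and 4.69 ± 1.03 CPM (SD, n = 3) in HMP 1 h, and was the 1 bile gene higher against HMP 1 h when adjusted over the list alone (adjusted p = 0.013; edgeR adjusted p = 0.558 over all genes).

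Of the 23 genes of bile transport and secretion 16 were positive against WI 30 min (median 0.15, camera adjusted p = 0.0308, and adjusted p = 0.572 with an estimated correlation) and 0 passed when adjusted over the list alone. Against SCS 4 h 13 were positive (median 0.08 and mean −0.13, adjusted p = 0.234 by limma's camera), and against HMP 1 h 12 were positive (camera adjusted p = 0.437). In SCS 4 h, 18 of the 23 were positive against WI 30 min and 3 were higher when adjusted over the list alone (median 0.19, camera adjusted p = 9.36e-06, and adjusted p = 0.148 with an estimated correlation). The list scored −0.22 ± 0.114 (SD, n = 3) in WI 30 min, 0.18 ± 0.130 (SD, n = 3) in SCS 4 h, −0.01 ± 0.0896 (SD, n = 3) in HMP 1 h and 0.05 ± 0.0128 (SD, n = 3) in HOPE 1 h, with z-scores of −1.32, 1.08, −0.0597 and 0.298. The 16 genes of bile acid synthesis scored between −0.02 and 0.02 in the 4 groups, a range of 0.041 against an SD of 0.167 between livers of a group. Cyp7a1, the rate-limiting enzyme of bile acid synthesis, named after its values were seen (chromosome 5 from 19358734 to 19368431), had 115 ± 45.5 CPM (SD, n = 3) in HOPE 1 h, 65.5 ± 40.1 CPM (SD, n = 3) in WI 30 min, 32.5 ± 9.08 CPM (SD, n = 3) in SCS 4 h and 158 ± 169 CPM (SD, n = 3) in HMP 1 h. Nr0b2, which encodes the repressor SHP (chromosome 5 from 151776004 to 151779319), had 31.6 ± 6.63 CPM (SD, n = 3) in HOPE 1 h and 113 ± 50.9 CPM (SD, n = 3) in SCS 4 h (log2 fold change −1.83, edgeR adjusted p = 0.3). Cyp8b1, the sterol 12α-hydroxylase (chromosome 8 from 130548418 to 130550388), had 989 ± 72.5 CPM (SD, n = 3) in HOPE 1 h and 1909.7 ± 829 CPM (SD, n = 3) in WI 30 min. Acot8, a peroxisomal thioesterase (chromosome 3 from 161259735 to 161272460), was the 1 gene of bile acid synthesis lower in HOPE 1 h than in SCS 4 h when adjusted over the list alone (log2 fold change −0.64, standard error 0.17), with 5 of 16 positive, and it fell by 0.61 on the log2 scale between unperfused and perfused livers (edgeR adjusted p = 0.0429), a call lost without HOPE liver 1 or HOPE liver 3. The camera adjusted p of bile acid synthesis was 0.151 against WI 30 min, 0.117 against SCS 4 h, where the mean was positive and the median negative, and 0.566 against HMP 1 h. Markers of bile duct cells scored 0.885 in HMP liver 1 and 0.871 in HOPE liver 3. By edgeR 0 genes of either list were called in these comparisons of HOPE 1 h, and an exact two-sided permutation test of the list scores of HOPE 1 h against the other livers gave p = 0.605 for transport and secretion and p = 0.827 for bile acid synthesis.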

A potential future investigation direction to study the mechanistic roles of proteins encoded by the genes identified in this study would be using experimental models with targeted molecules.

Many studies have provided evidence that hepatic autophagy is cytoprotective against IRI injury [24,39]. In our study, we found that hepatic protection during HOPE was associated with the activation of mitophagy via enhanced Parkin mitochondrial translocation and cell antiapoptotic. Parkin is an E3 ubiquitin-protein that is recruited from the cytoplasm to damaged mitochondria with low membrane potential via the accumulation of PTEN-induced kinase 1 (PINK1) and ubiquitinates-specific substrate proteins on the mitochondrial outer membrane [26]. P62 was the first autophagic cargo receptor identified in mammalian cells, and it plays a key role in mediating the formation and autophagic clearance of intracellular protein aggregates [40]. P62 can accumulate on the ubiquitinated mitochondrial matrix and then bind to LC3 to mediate the transport of ubiquitinated substrates into autophagosomes to initiate mitophagy [41]. The HOPE 1 h group showed enhanced mitophagy flux by increasing the LC3 II and Parkin protein levels while decreasing P62. LC3 staining clearly showed granule-type autophagosomes instead of pancytosolic patterns in the WI 30 min and SCS 4 h groups. TEM identified mitophagosomes, autophagosomes, and auto-lysosomes in the HOPE 1 h group. Conversely, in the WI 30 and SCS groups, autophagy flux was represented by upregulating both LC3 II and P62 protein levels, and decreasing Parkin protein levels in liver cells. We also established that elevated autophagy levels are required for the protective effect in the HOPE 1 h group because the inhibition of autophagy by 3-MA and CQ counteracted the hepatoprotective function of HOPE in DCD liver. Therefore, we demonstrated that HOPE can enhance mitophagy and promote mitophagy flux in DCD liver.

NMP was applied for simulating in vivo transplantation for 2 h, and we also found that a combination of end-ischemic ex situ HOPE and NMP resulted in a decreased release of transaminase and hepatocyte-related markers, indicating that the HOPE-NMP protocol might provide promising results for DCD liver treatment. The metabolized lactate was higher than 2.5 mM in our study, and the reason for this might be that we used whole blood for the complete 2 h instead of packed RBCs; however, the perfusate component still needs adjusting. HOPE-treated livers presented significantly less injury compared with cold storage and hyperthymic perfusion in terms of 8-OHdG, HMGB1, and Cyt C, which indicated that HOPE could alleviate ischemic reperfusion injury. In this study, the MP platform had some technical restrictions, so we could not compare end-ischemic D-HOPE applied for MP in DCD liver grafts, which is also a limitation of our study.

## 4. Materials and Methods

### 4.1. Ethical Statement

All research complied with ethical regulations, and the experimental protocol was approved by the Animal Experimental Ethical Inspection of the First Affiliated Hospital, Zhejiang University School of Medicine (Reference Number: 20221562). All authors had access to the study data and reviewed and approved the final manuscript.

### 4.2. Experimental Design

Sprague Dawley (SD) rats were anesthetized by cardiac arrest through incision of the diaphragm after being heparinized to simulate donor warm ischemia time for 30 min in situ. Liver graft procurement at the end of the abdominal aorta was flushed. The rats were randomly divided into four different groups to analyze the effect of different preservation strategies on graft injury and survival (*n* = 6 each).

(1) Warm ischemic group: livers were exposed to warm ischemia for 30 min without any other intervention (WI 30 min).
(2) Cold storage group: livers were exposed to warm ischemia for 30 min, followed by cold storage in Histidine-Tryptophan-Ketoglutarate (HTK) solution for 4 h (WI 30 min + SCS 4 h).
(3) HMP group: livers were exposed to warm ischemia for 30 min, followed by cold storage in HTK solution for 3 h, as well as 1 h of hypothermic machine perfusion (WI 30 min + SCS 3 h + HMP 1 h).
(4) HOPE group: livers were exposed to warm ischemia for 30 min, followed by cold storage in the HTK solution for 3 h and 1 h of hypothermic oxygenated machine perfusion (WI 30 min + SCS 3 h + HOPE 1 h).

3-MA/CQ: The rats were injected intraperitoneally with CQ (60 mg/kg) or 3-MA (15 mg/kg) (HY-17589A, HY-19312, MedChemExpress, Monmouth Junction, NJ, USA) at 1 h before warm ischemia. The same volume of blank solution was used as the HOPE 1 h control, and the livers were exposed to warm ischemia for 30 min, followed by cold storage in HTK solution for 3 h and 1 h of hypothermic oxygenated machine perfusion (HOPE 1 h + 3-MA, HOPE 1 h + CQ).

We performed NMP as a simulated transplantation following hypothermic storage/perfusion to assess the viability of the grafts (*n* = 3 each).

### 4.3. Liver Procurement

SD rats were socially housed in temperature- (18–23 °C) and humidity (50–70%)-controlled environments within filtered ventilated cages, with alternating 12 h light/dark cycles. Animals were provided with sterilized standard rat chow and water. Livers were procured from male rats (250–300 g, 6–8 weeks, Hangzhou, China). Rats were anesthetized; the liver was exposed using an abdominal median incision; the right renal vein, adrenal vein, gastric branches, and hepatic artery were all ligated; and rats’ bile ducts were cannulated with a catheter (0.45 mm, inner diameter); rats were heparinized (150 U) after the diaphragm was opened; and warm ischemia began at the time of cardiac arrest for 30 min in a warm environment. The liver was procured after flushing the abdominal aorta with 40 mL heparinized saline (50 U/mL), and the portal vein was cannulated with a 16-gauge catheter.

### 4.4. Cold Storage and MP Platform

The cold storage and MP platform allowed the grafts to be directly stored in a chamber with pressure, resistance, and temperature control. When operated with MP, the perfusate can be either recirculated or flushed with a single pass through the liver portal vein. Two oxygenators were used in this study, including the mouse oxygenator (Xijian Medical, Nanjing, China) for HOPE and the rabbit oxygenator (Xijian Medical, Nanjing, China) for NMP, and we used tubes of different thicknesses to adjust the portal flow (2–3 mm, inner diameter). A constant perfusion flow rate of HMP/HOPE was set at 1.2 mL/min, which correlated to our previous study [42]; additionally, the temperature was set to 4 °C, HOPE was oxygenated to a partial oxygen pressure (PO_2_) of 60–80 Kpa, and the total volume of HTK perfusate was 150 mL. The NMP technology provided continuous perfusion with oxygenated, packed full blood-based perfusate at 35–37 °C. According to Liu Yang et al. [43], the perfusate contained DMEM/F12, 20% FBS, 1% penicillin streptomycin solution (penicillin 10,000 U/mL, streptomycin 10,000 mg/mL), 5 U/mL of heparin, 2 U/L of insulin, and 2.5 mg/mL of dexamethasone. Full rat blood (3 or 4 rats, 30–45 mL) was reconstituted up to a total volume of 180 mL perfusate. Livers were perfused through the portal vein only, the flow rate was maintained at 2 mL/g/min using pressure control, and perfusates were actively oxygenated (PO_2_ 35 to 55 kPa). The system was primed using the same process, and HTK solution was flushed from the livers with 20 mL of cold saline before the livers were connected to the NMP.

### 4.5. Endpoints

#### 4.5.1. Perfusate Measurements

Perfusate was collected every 30 min during cold storage and hypothermic perfusion, and hourly during NMP. PO_2_, O_2_ saturation, pH, and lactate were measured in the outflow (intrahepatic vena cava) using an i-STAT blood analyzer (Abbott, Chicago, IL, USA). Serum aspartate transaminase/alanine transaminase (ALT/AST) and lactate dehydrogenase (LDH) concentrations were measured in the perfusate using (Automatic biochemical analyzer CS-1200, Guangzhou, China). FMN was also determined using a fluorescence assessment from perfusate samples which were centrifuged at 2000 rpm for 5 min to filter blood cells. Samples were analyzed using fluorescence spectroscopy (Varioskan Flash, Thermo, Waltham, MA, USA), and a monochrome light with an excitation wavelength of 450 nm and 525 nm emitted by the FMN was recorded with 100% gain. Cumulative bile production during NMP was collected using a 1.5 mL Eppendorf tube during the NMP.

#### 4.5.2. Liver Samples

The middle lobe of the left liver graft was taken at the end of the experiment, and specimens were either flash frozen in liquid nitrogen and stored at −80 °C or fixed in buffered 4% formaldehyde for at least 24 h. Flash-frozen tissues were used to quantify ATP, and the ATP assay kit was performed according to the manufacturer’s instructions (Beyotime, Shanghai, China). SOD is an important antioxidant that was measured using the Total Superoxide Dismutase Assay Kit with WST-8 (Beyotime, China), and MDA is a stable lipid peroxidation metabolite obtained using assay in the homogenates (Nanjing Jiancheng Bioengineering Institute, Nanjing, China). ATP, SOD, and MDA concentrations were normalized to tissue protein content determined using the BCA protein assay (Thermo Scientific, Waltham, MA, USA).

For H&E and immunohistochemistry, a small section of tissue from the middle lobe of the left liver was fixed in 4% formaldehyde, routinely embedded in paraffin, sectioned, stained with H&E, and then observed under a microscope. Cell-damage-related markers were HMGB1 (Abcam, ab79823, 1:350). Autophagy flux markers of LC3 (Proteintech, 14600-1-AP, 1:300), P62 (Abcam, ab155686, 1:500), and biomarkers for oxidative stress 4-hydroxynonenal (Abcam, ab46545, 1:300) were all measured using IHC staining. DAB was used as the chromogen, and the section was then counterstained with hematoxylin and mounted. Images were obtained using microscopy, and the percentage of the positive area was quantified using Image J software.

ELISA: In perfusate and tissue samples, 8-hydroxy-2′-deoxyguanosine (8-OHdG) is a marker of DNA oxidative damage; nuclear injury of high-mobility group box protein-1 (HMGB1) functions as an alarmin protein in response to inflammation; and Cytochrome C (Cyt C), which plays a critical role in cellular apoptosis and is also involved in the electron transport chain, can be detected using the ELISA Kit (Fankewei, Shenzhen, China).

DHE staining: The middle lobe of the left liver graft was taken at the end of the experiment, specimens were stored at −80 °C, frozen sections were used to quantify DHE, and the DHE assay kit was performed according to the manufacturer’s instructions (Beyotime, Nanjing, China).

Western blot: Standard Western blotting procedures were used. Antibodies used for Western blots included anti-LC3B (Cell Signaling Technology, 43566T, Danvers, MA, USA), anti-P62 (Abcam, ab155686, Cambridge, UK), anti-Parkin (Abcolonal, A11172, Woburn, MA, USA), anti-GAPDH (#5174, Cell Signaling Technology), anti-Cleaved Caspase-3 (#9664, Cell Signaling Technology), anti-Bax (Abmart, T40051, Berkeley Heights, NJ, USA), and anti-Bcl-2 (Abmart, T40056).

TUNEL: The TUNEL assay was performed on liver sections according to the description of the TUNEL Apoptosis Assay Kit (Beyotime, Nanjing, China). Samples were mounted in a media that contained DAPI. The total number of nuclei (blue) and TUNEL-positive nuclei (green) were counted under a fluorescence microscope (IX73, Olympus, Tokyo, Japan).

TEM: TEM was used to assess mitophagy, and liver tissues cut into 2–3 mm were fixed using 2% glutaraldehyde and 2% paraformaldehyde in 0.1 M PBS at 4 °C. Then, they were rinsed in PBS, post-fixed with 1% OsO4 and 0.1% K3Fe (CN)6, dehydrated through a graded series of ethanol and absolute acetone, and embedded in Spurr resin. Ultra-thin sections were cut using an ultramicrotome and stained using lead citrate. The structural mitophagy was assessed and then examined with a Hitachi Model H-7650 TEM.

RNA sequence and data analysis: Samples for RNA-sequencing (RNA-seq) were collected from liver tissue at baseline in four groups before stimulating transplantation. The total amount and integrity of RNA were assessed using the RNA Nano 6000 Assay Kit of the Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA). Total RNA was used as input material for the RNA sample preparations. To select preferential cDNA fragments of 370~420 bp in length, the library fragments were purified with the AMPure XP system (Beckman Coulter, Beverly, MA, USA). Then, through PCR amplification, the PCR product was purified using AMPure XP beads, and the library was finally obtained. The index of the reference genome was built using Hisat2 (v2.0.5), and paired-end clean reads were aligned to the reference genome using Hisat2 (v2.0.5). The mapped reads of each sample were assembled with StringTie (v1.3.3b) (Mihaela Pertea. et al. 2015) using a reference-based approach.

Exploratory analysis was conducted using various functions and packages from R and the Bioconductor project. Predicted downstream biological functions were compared among groups, and those with the highest total absolute z-scores across the set of observations were sorted.

### 4.6. Statistical Analysis

All graphics were produced and statistical analyses were performed with Prism 8.3.0 (GraphPad Software Inc., La Jolla, CA, USA). Data are presented as the mean ± SD of at least three independent assays. After testing for normality using the normality and lognormality test, group variables were analyzed with one-way analysis of variance or the Kruskal–Wallis test accordingly. Repeated measures of two-way ANOVAs were used for the comparison of the time-course perfusion data. *p* < 0.05 was considered statistically significant.

## 5. Conclusions

HOPE may trigger the activation of protective genes against early liver IRI, and our study offers a potential mechanism in which HOPE repairs mitochondria by effective mitophagy. Mitophagy may become a promising target for improving hypoxia-ischemic injury in DCD liver.

## Figures and Tables

**Figure 1:**
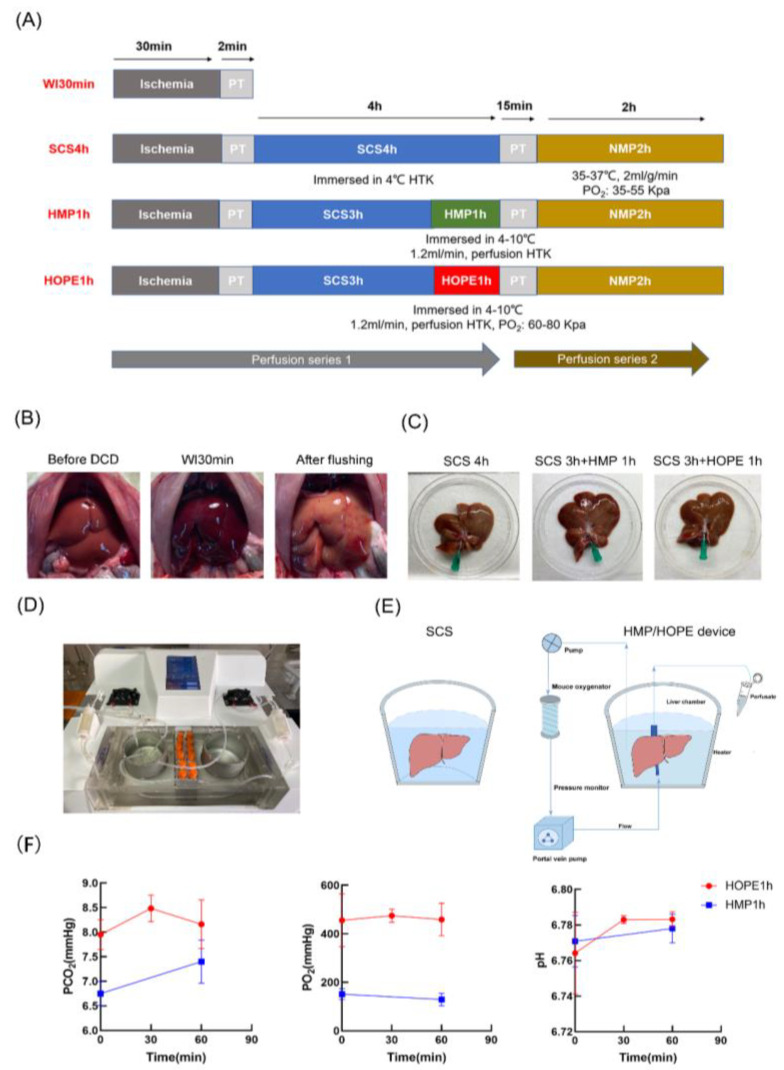
Four groups’ experimental protocols. (**A**) Perfusion series 1: liver subjected to 30 min warm ischemia in situ, flush, and static cold storage; and HMP or HOPE after static cold storage (*n* = 6 each). Perfusion series 2: livers except WI 30 min were perfused for 2 h using NMP to determine liver function and injury (*n* = 3 each). (**B**) Liver appearance before warm ischemia for 30 min and flush. (**C**) Liver morphology in three different hyperthymic storage or machine perfusion methods in perfusion series 1. (**D**) The machine system stored the livers and performed machine perfusion. (**E**) Schematic representation of SCS and MP devices. (**F**) The parameters of pH, PO_2_, and PCO_2_ of hyperthymic machine perfusion were calculated.

**Figure 2:**
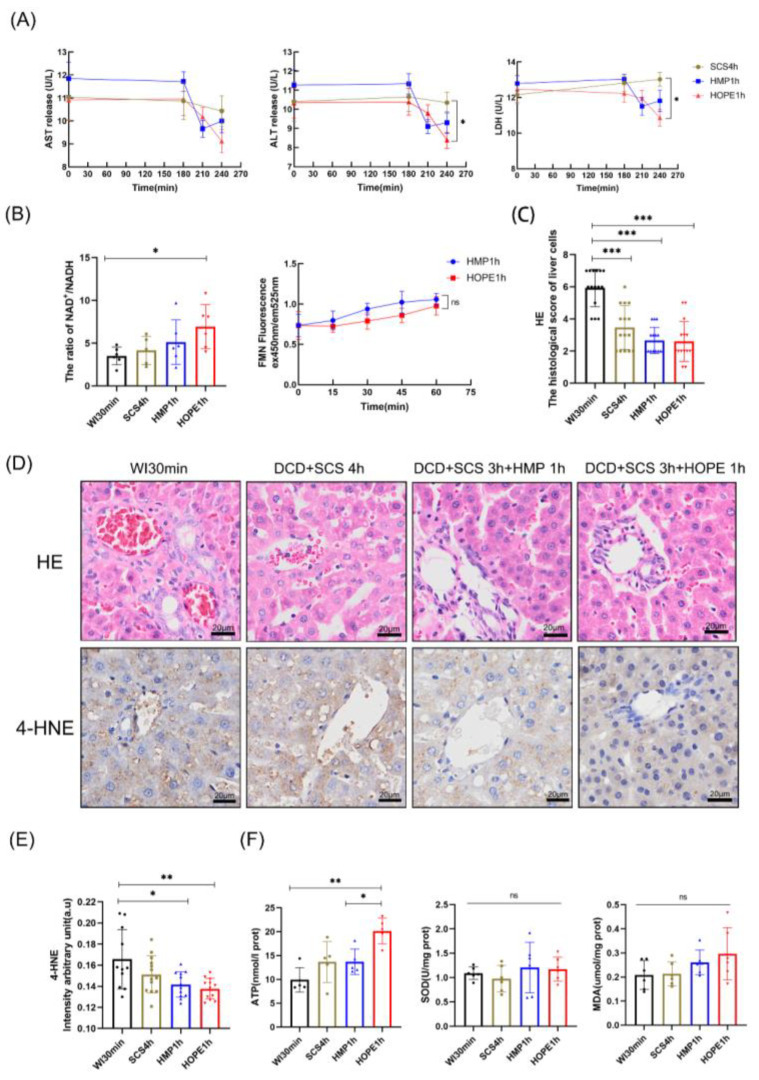
Liver function in the four groups in perfusion series 1. (**A**) ALT, AST, and LDH activity in the perfusate. Data were transformed to a log2 scale. (**B**) The ratio of NAD^+^/NADH in four groups. During hyperthymic perfusion for 1 h with fluorescence of FMN in perfusate every 15 min, detection of the emitted light was quantified at 525 nm, while excitation was performed at a wavelength of 450 nm. (**C**) Histological scores were analyzed based on Suzuki’s criteria. (**D**) H&E staining was performed on the paraffin-embedded sections of rat liver tissues. Scale bar: 20 μm; IHC staining of 4-HNE was performed on the paraffin-embedded section of rat liver tissues. Scale bar: 20 μm. (**E**) IHC stained 4-HNE were quantified using Image J. (**F**) ATP, SOD, and MDA were tested to evaluate mitochondrial function. (*n* = 6 per group for (**A**,**B**,**F**); for (**C**,**D**), *n* = 3 independent experiments). Mean ± SD, N.S., *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 3:**
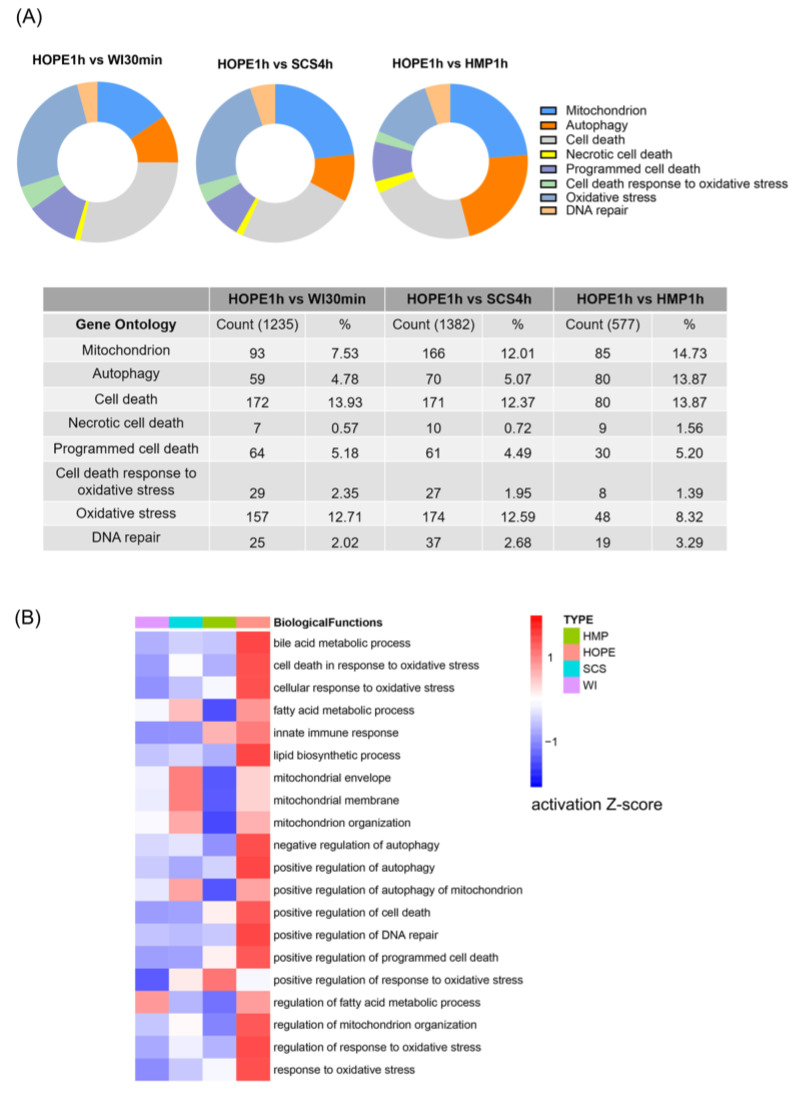
HOPE-regulated transcriptomic gene in DCD liver targeted mitochondrial bioenergetics, autophagy, and cell death. (**A**) The pie chart represents the most common gene ontology clusters that were altered in response to hypoxia-ischemic injury; tables represent the percentile change in gene ontology from the total genes in the array. (**B**) Heat map comparison analysis shows changes in gene expression related to a variety of biological functions across observations in multiple datasets. The 20 rows (biological function) with the highest total absolute z-scores across the set of observations were sorted. Four columns designate gene expression signatures in the four groups: WI 30 min, SCS 4 h, HMP 1 h, and HOPE 1 h. The activation z-scores for biological functions are displayed using a gradient from dark blue to red for activation z-scores. (*n* = 3).

**Figure 4:**
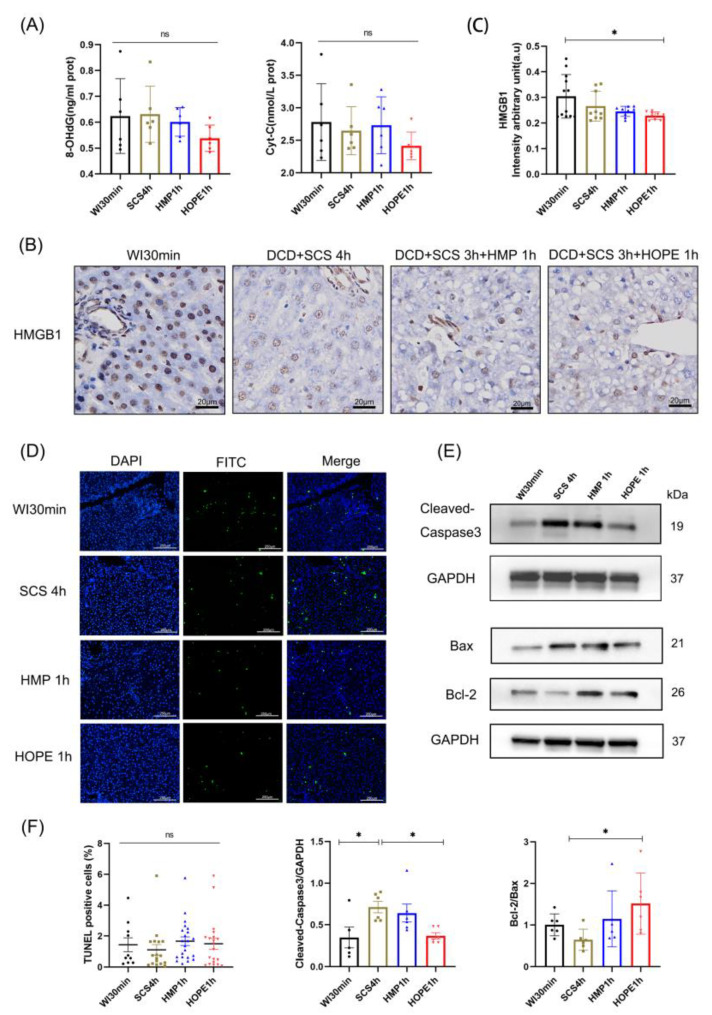
Nuclear damage and apoptosis induced by hypoxia-ischemic injury. (**A**) Enzyme-linked immunosorbent assay (ELISA) kit of 8-OHdG and Cyt C in liver tissue. (**B**) IHC staining of HMGB1 was performed on the paraffin-embedded section of rat liver tissues. Scale bar: 20 μm; (**C**) IHC-stained HMGB1 were quantified using Image J. (**D**) Apoptotic cells were evaluated using the TUNEL assay, and the number of apoptotic cells was counted. Scale bar: 250 μm; (**E**) Western blot shows the apoptosis-related protein level in four different groups; (**F**) TUNEL-positive cells and quantitative analysis of the relative intensity of Cleaved-Caspase 3, Bax, and Bcl-2 normalized to the GAPDH loading control were quantified using Image J (*n* = 6 per group for (**A**); *n* = 3 independent experiments for (**B**–**E**)). Mean ± SD, N.S., *p* > 0.05, * *p* < 0.05.

**Figure 5:**
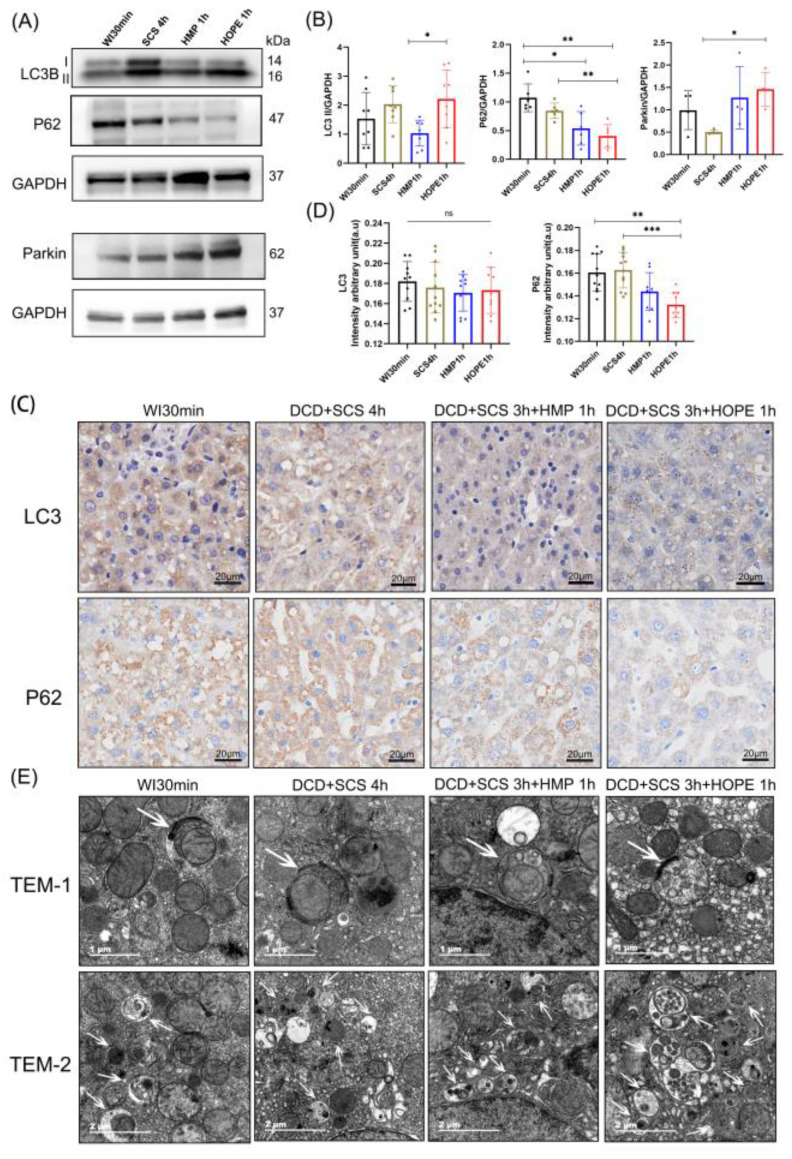
HOPE promoted mitophagy flux in DCD liver. (**A**) Western blot shows the mitophagy related protein levels; (**B**) the quantitative analysis of the relative intensity of LC3-II, P62, and Parkin normalized to the GAPDH loading control; (**C**) IHC staining of LC3 and P62 was performed on the paraffin-embedded section of rat liver tissues. Scale bar: 20 μm; (**D**) IHC-stained LC3 and P62 were quantified using Image J. (**E**) Electron micrographs of live tissue in four groups. White arrowheads in TEM-1: mitophagy vacuoles. White arrowheads in TEM-2: autophagy vacuoles. (*n* = 3 independent experiments for (**A**,**C**,**E**)). Mean ± SD, N.S., *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 6:**
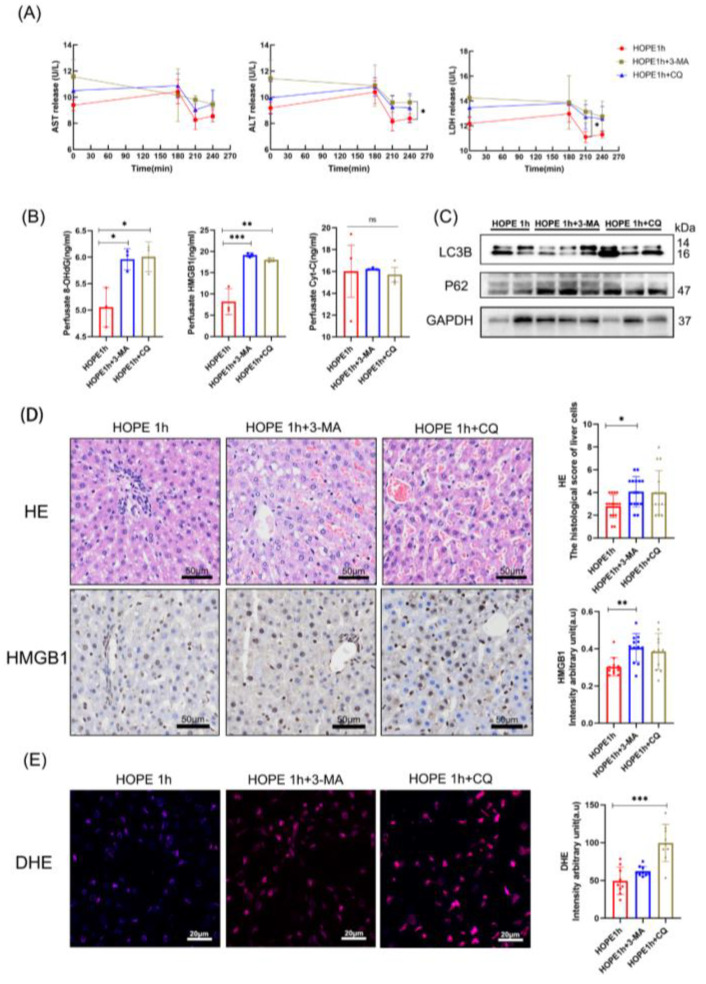
Autophagy inhibition attenuated the protective effect on DCD liver with HOPE 1 h. (**A**) The perfusate ALT, AST, and LDH data were transformed to a log2 scale. (**B**) 8-OHdG, HMGB1, and Cyt C in perfusate. (**C**) Western blot shows the autophagy-related protein levels. (**D**) H&E staining, scale bar: 50 μm; IHC staining of HMGB1, scale bar: 50 μm; histological scores were analyzed based on Suzuki’s criteria, and IHC-stained cells was quantified using Image J. (**E**) DHE staining was quantified using Image J, scale bar: 20 μm. (*n* = 3 independent experiments). Mean ± SD, N.S., *p* > 0.05, * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Figure 7:**
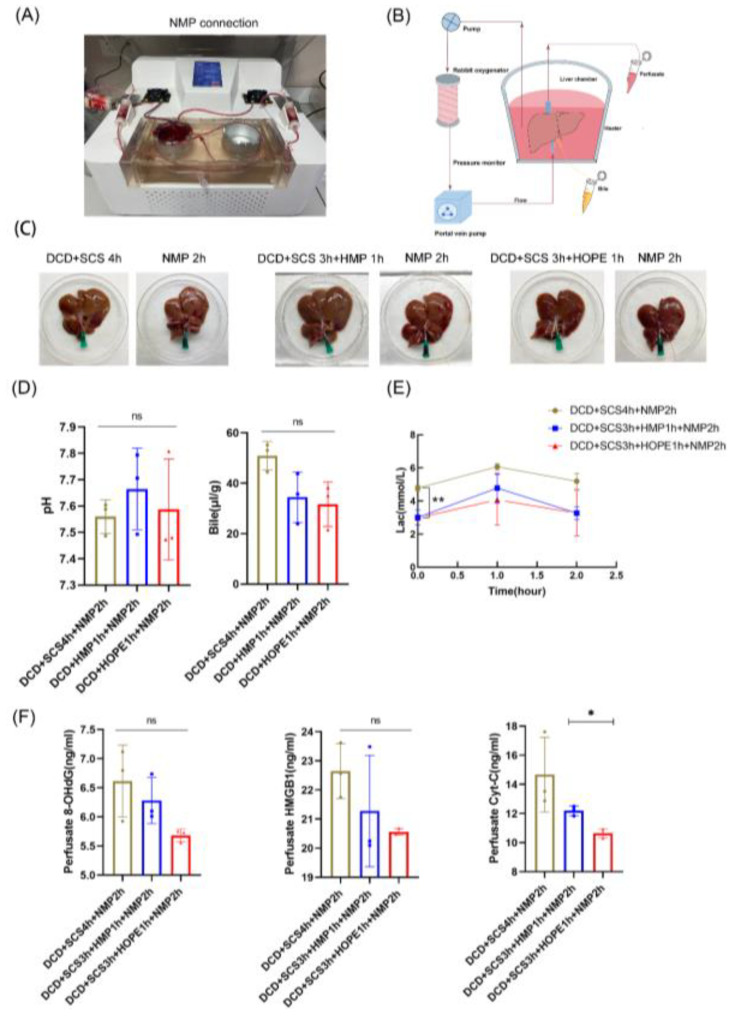
NMP following the hyperthymic storage/perfusion (*n* = 3). (**A**) NMP connection system. (**B**) Schematic representation of NMP devices. (**C**) liver appearance using three different hyperthymic storage or MP methods in perfusion series 2. (**D**) Bile pH and production. (**E**) Lactate concentration during NMP. (**F**) ELISA kit of 8-OHdG, Cyt C, and HMGB1 in perfusate (*n* = 3 independent experiments for **C**–**F**). Mean ± SD, N.S., *p* > 0.05, * *p* < 0.05, ** *p* < 0.01.

## Data Availability

The data that support the findings of this study are available from the corresponding author upon reasonable request. The transcriptomic profiles have been uploaded to the GEO database with No. GSE215134.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24065403/s1.

## Abbreviations

HOPE, hypothermic oxygenated machine perfusion; DCD, donation after circulatory death; HMP, hypothermic machine perfusion; NMP, normothermic machine perfusion; MP, machine perfusion; SCS, static cold storage; IC, biliary ischemic cholangiopathy; PNF, primary nonfunction; D-HOPE, dual hypothermic oxygenated machine perfusion; ATP, adenosine triphosphate; ROS, reactive oxygen species; IRI, ischemic-reperfusion injury; WI, warm ischemic; HTK, histidine-Tryptophan-Ketoglutarate; AST, aspartate transaminase; ALT, alanine transaminase; LDH; lactate dehydrogenase; FMN, flavin mononucleotide; SOD, superoxide dismutase; MDA, malondialdehyde; 8-OHdG, 8-hydroxy-2′-deoxyguanosine; HMGB1, high mobility group box protein-1; Cyt C, Cytochrome C; 4-HNE, 4-hydroxynonenal; DHE, dihydroethidium; OXPHOS, mitochondrial oxidative phosphorylation; PINK1: PTEN-induced kinase 1.

How the deposited data were processed for this re-analysis (not part of the article)

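RNA-seq of rat liver after 30 min of warm ischemia alone (WI 30 min), followed by static cold storage (SCS 4 h), or followed by cold storage and machine perfusion without (HMP 1 h) or with (HOPE 1 h) oxygenation was reanalysed from the deposited table of the whole series, with 3 livers per group and 1 library per liver. The authors aligned the reads with Hisat2 to Rnor_6.0 and deposited raw counts per gene for each library, by a counting tool that is not given in the sources used here. The authors also deposited FPKM, which scale counts by gene length and library total and which were not used in any test. For each pair of groups the authors deposited a log2 fold change of the first-named group over the second. Each comes with the authors' p-value and adjusted p-value, where genes without a p are listed at 1, and the tool is not given in the sources used here. The deposited means per comparison were not used. Columns were matched to livers by name, and 0 of the 24 columns of values per liver were left unmatched.

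Of 33744 genes, 861 have no symbol and 20213 had at least 1 count. The 13687 genes kept by filterByExpr were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, after TMM normalization, in 1 model with a mean per group. The residual degrees of freedom were 8, the prior degrees of freedom 3.86 and the common dispersion 0.0733; the median gene had an SD of log2 CPM of 0.292 within groups. Adjusted p-values are Benjamini-Hochberg over the tested genes of a comparison, and a gene was called under 0.05. The comparisons were the 6 pairs of groups, HOPE 1 h against the mean of the other groups, and perfused (HMP 1 h and HOPE 1 h) against unperfused livers (WI 30 min and SCS 4 h). Gene positions are those of Rnor_6.0, and 20 symbols stand on more than 1 tested gene.

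Gene lists for functions that the study discusses, for other functions and for cell types were tested with camera of limma 3.58.1, adjusted over the 38 lists with at least 5 tested genes, at a preset correlation and with an estimated one, and with fry. Genes of a list were also adjusted over the list alone. List scores were compared by exact permutation of the livers. Named genes are, in comparisons of HOPE 1 h, the 10 largest increases and 10 largest decreases among called genes with a symbol, livers that do not overlap and a mean of at least 5 CPM in a group, and 5 of each in other comparisons; the 16 genes that the study names or measures; and up to 4 called genes per list. Where a list had no called gene, leading genes were chosen after their values were seen, as were Cyp7a1 and the genes outside these rules in the closing section.

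Alternatives were DESeq2 1.42.0, RLE normalization, no filter, only the groups compared, the replicate number as a block, a minimum fold change, an estimated correlation, another prior count or a median for list scores, and leaving out each library in turn. An alternative was read as the opposite of the result for a gene that was not called, or a list score, only where its sign changed by more than 1 standard error. Alternatives for values without counts did not apply. Added after seeing the data were an unadjusted p under 0.05, leaving out HMP liver 1 and HOPE liver 3 together, the non-parenchymal score or the clock score as a covariate, and the authors' p-values over the tested genes.

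The pipeline was tested on simulated data, in the comparison of HOPE 1 h with WI 30 min. EdgeR recovered 1.67%, 23.5% and 61.5% of genes changed 1.5-fold, 2-fold and 4-fold, with 5 false calls, and DESeq2 recovered 15%, 45.6% and 83.1%, with 22 false calls. Camera called the list that was raised and 0 of 38 lists that were not. This does not decide between the preset and the estimated correlation, since they were not compared in it. In the livers the list calls depended on that choice. Some of the genes that the study names are not reported here.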

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

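The tests of hepatocyte share and of time of day in this part were chosen after the results were seen; the comparison of perfused with unperfused livers and its splits were not. Genes that the paper does not discuss carried a signal between perfused and unperfused livers. Interferon-stimulated genes had a mean log2 fold change of 1.00 and heat shock protein genes of −0.46, with heat shock scores of −0.41 in HMP 1 h, −0.06 in HOPE 1 h, 0.23 in WI 30 min and 0.24 in SCS 4 h. The negative mean of HOPE 1 h rests on HOPE liver 1 (−0.38), since HOPE livers 2 and 3 scored 0.09 and 0.11. Camera called both lists at its preset correlation and neither with an estimated one, where the lowest adjusted p of any list was 0.138. The exact permutation test of the list scores gave an adjusted p of 0.0433 for interferon and 0.0649 for heat shock proteins. The heat shock list did not pass that test. Among called genes that the paper does not name, Slfn4, a regulator of myeloid cells, rose by 2.07 on the log2 scale, Mx1 by 2.02, the mitochondrial aldehyde dehydrogenase Aldh1b1 by 1.85, the interferon-induced Ifit3 by 1.79 and Samd9, an antiviral factor, by 1.47. Both directions were ranked only among called genes with a symbol, livers that do not overlap and a mean of at least 5 CPM in a group. The 5 largest decreases among these were those of Acot1, a cytosolic acyl-CoA thioesterase (−2.86), Vnn1, a pantetheinase (−1.38), the soluble adenylyl cyclase Adcy10 (−1.32), Hspe1 (−1.20) and Apoa4, an apolipoprotein (−1.12). Of the 140 called genes, 103 were lower. The 140 calls of this comparison became 0 without HOPE liver 1 or HOPE liver 3. Of 100 splits of the livers into groups of 6, 1 gave as many calls, the real one, and the highest other gave 4. This argues against a random grouping of the livers, as far as 100 splits can show, and does not exclude chance. The splits do not test how far the calls rest on single livers.

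The interferon and fatty acid oxidation scores differ between perfused and unperfused livers by 0.933 (standard error 0.19) and −0.507 (standard error 0.0975). A lower share of hepatocytes is argued against as the whole cause, since the differences were 0.776 (standard error 0.186) and −0.518 (standard error 0.114) with the non-parenchymal score as a covariate. Time of day, as far as a score of clock genes holds it, is argued against as the whole cause likewise, with 0.927 (standard error 0.194) and −0.504 (standard error 0.1) with the clock score as a covariate. Perfusion itself, and handling that went with it, stay open as candidate explanations. Any other difference between the groups, batch included, was not tested and stays open too. Cold storage also differed, with 3 h in perfused livers, 0 h in WI 30 min and 4 h in SCS 4 h.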

How the results depend on the processing

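The tests added after seeing the data were the unadjusted p, the omission of HMP liver 1 and HOPE liver 3 together, the covariates and the authors' p-values; where a count differs between settings, the cause was not tested. Counts of called genes below are for HOPE 1 h against WI 30 min, SCS 4 h and HMP 1 h, SCS 4 h against WI 30 min, HMP 1 h against WI 30 min and SCS 4 h, HOPE 1 h against the mean of the other groups, and perfused against unperfused livers, where edgeR gave 0, 0, 0, 0, 0, 0, 0 and 140. DESeq2 called 93, 140, 14, 15, 390, 433, 22 and 734, and an unadjusted p under 0.05 gave 1173, 1489, 1024, 653, 1894, 1983, 1080 and 2418. With no filter the counts were 8 for HOPE 1 h against WI 30 min, 1 for SCS 4 h against WI 30 min, 19 for HMP 1 h against each of WI 30 min and SCS 4 h and 1 for HOPE 1 h against the others. With only the groups compared they were 2 and 5 for HOPE 1 h against WI 30 min and SCS 4 h. Same-numbered libraries of different groups were not alike (r of −0.189 to 0.143, median 0.0334), so numbers do not pair livers; with a replicate block the counts were 1 (HOPE 1 h and WI 30 min), 1 (SCS 4 h and WI 30 min) and 66 (perfused). A minimum 2-fold change left 35 perfused calls. With an estimated correlation, 0 lists were called in the comparisons of HOPE 1 h and of perfused livers, where camera had called 15, 13, 5, 9 and 18.

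Leaving out 1 library gave counts of 0 to 4, 0 to 1, 0 to 2, 0 to 1, 0 to 29, 0 to 36, 0 to 1 and 0 to 166 genes in the order above, and 11 to 15, 7 to 15, 5 to 16, 6 to 13 and 15 to 20 lists. Without both HMP liver 1 and HOPE liver 3 the counts were 1 and 1 for HOPE 1 h against WI 30 min and SCS 4 h, 46 and 22 for HMP 1 h against those, 1 for HOPE 1 h against the others and 61 for perfused livers, with 7 lists against SCS 4 h and 14 against HMP 1 h. With the non-parenchymal score as a covariate they were 1, 2, 21, 36, 1 and 81 in that order. By the authors' deposited table, the p-values of the tested genes gave 196, 263, 9, 47, 195 and 213 for the pairs. Bax, at 0.02 in HOPE 1 h against SCS 4 h, was −0.31 without HOPE liver 3 and also without both libraries, and 0.29 without SCS liver 1. With the clock score as a covariate Map1lc3b was −0.21 against WI 30 min and Pink1 −0.21 against HMP 1 h. Of the other planned results, 89 gene counts and 70 list counts were within 1.5 times, and 988 values of named genes kept their side of the threshold, with no change of sign by more than 1 standard error among those not called; 284 lost and 2 gained a call. List scores of HOPE 1 h minus the others changed sign by more than 1 standard error in 0 of 224 alternatives, but without 1 library the difference ran from −0.01 to 0.14 for survival genes, −0.01 to 0.07 for pro-apoptotic genes, −0.11 to 0.01 for mitochondrial dynamics, −0.07 to 0.03 for bile acid synthesis, −0.05 to 0.03 for antioxidant genes, −0.02 to 0.02 for mitophagy and −0.11 to 0.08 for fatty acid and triglyceride synthesis. The difference likewise ran from −0.043 to 0.0005 for autophagy machinery and from −0.032 to 0.003 for DNA repair.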

Differences from the paper's values

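The tests added after seeing the data are the unadjusted p and the thresholds on the authors' deposited table. Fig. 3A of the paper tabulates genes per comparison, about 1200 for HOPE 1 h against WI 30 min, about 1400 against SCS 4 h and about 580 against HMP 1 h (Fig. 3A, read by eye), where edgeR called 0, 0 and 0 here, with 1173, 1489 and 1024 at an unadjusted p under 0.05 and 93, 140 and 14 by DESeq2. The paper's statistics section sets p under 0.05 as significant for the whole paper, and names analysis of variance and the Kruskal-Wallis test; its text names no test for the RNA-seq counts and does not say whether p was adjusted. None of the alternatives set before the data were examined (DESeq2, RLE normalization, no filter, only the groups compared, the replicate block, a minimum fold change, and leaving out each library) came within 1.5 times of the paper's counts. The unadjusted p, chosen after seeing the values, came within it against WI 30 min and SCS 4 h and not against HMP 1 h. In the authors' deposited table, an unadjusted p under 0.05 is listed for 1528, 1683 and 755 genes, all 3 within 1.5 times, as are the 1523, 1682 and 755 with a fold change above 1.2, and with a fold change above 1.5 for 1040, 820 and 503, of which the first and the last are; these thresholds were chosen after seeing the values. How many of the paper's own genes these settings drop is unknown, since the figure does not list them.

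The paper's Fig. 3B shows HOPE highest for most functions. Here 3 of the 15 lists had their highest score in HOPE 1 h. Without 1 liver this number ran from 0 (HOPE liver 3 or HMP liver 3) to 4 (HMP liver 1 or HOPE liver 1). The paper's text does not give its lists, so lists and scores written here were used, which limits this comparison and those below. The paper states that HOPE activates bile metabolism and secretion, and here the bile transport score was highest in SCS 4 h (0.18) and was 0.05 in HOPE 1 h. The paper states more expression changes in HOPE for 4 kinds of genes, those of mitochondrial dynamics, bile, survival and oxidative stress. Adjusted over the list alone, 0 and 3 genes of mitochondrial dynamics differed in HOPE 1 h from WI 30 min and SCS 4 h, and 4 and 9 in HMP 1 h. For bile transport the numbers were 0 and 0 in HOPE 1 h and 2 and 2 in HMP 1 h, and for survival 0 in all 4 comparisons. Of antioxidant genes 0 and 0 differed in HOPE 1 h, while in HMP 1 h 3 were higher and 6 lower than in WI 30 min and 5 lower than in SCS 4 h. Of bile acid synthesis 0 and 1 differed in HOPE 1 h, while in HMP 1 h 1 was higher and 3 lower than in WI 30 min and 1 lower than in SCS 4 h. Over all genes edgeR called 0 in each of these comparisons, with 1173 and 1489 at an unadjusted p under 0.05 for HOPE 1 h and 1894 and 1983 for HMP 1 h, and DESeq2 called 93 and 140 for HOPE 1 h and 390 and 433 for HMP 1 h. The authors' deposited table lists 196 and 272 genes for HOPE 1 h and 195 and 212 for HMP 1 h at an adjusted p under 0.05, in the same order. Whether HOPE 1 h and HMP 1 h differ in these numbers was not tested. In Fig. 3B, read by eye, mitophagy is lowest in HMP, and its score here was lowest in HMP 1 h (−0.07). Innate immunity is higher there in HMP and HOPE than in WI and SCS, as were the scores here (0.23 and 0.10 against −0.14 and −0.19), though HMP 1 h was at −0.05 without HMP liver 1.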

Other observations

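The tests of hepatocyte share, blood, perfusion and time of day in this part, and the genes named, were chosen after the results were seen; the splits of the livers were not. Erythrocyte genes had their highest score in WI 30 min, at 0.80 ± 0.282 (SD, n = 3), the group with no later cold storage or perfusion. Hbb, a beta globin (chromosome 1 from 168971274 to 168972725), had 1411 ± 221 CPM (SD, n = 3) there, 421 ± 238 CPM (SD, n = 3) in SCS 4 h, 434 ± 344 CPM (SD, n = 3) in HMP 1 h and 446 ± 109.9 CPM (SD, n = 3) in HOPE 1 h. Genes of ribosomal proteins were positive in 64 of 66 in SCS 4 h against WI 30 min (median 0.25, camera adjusted p = 1.04e-19, and adjusted p = 0.417 with an estimated correlation). Hprt1, a purine salvage enzyme often used as a reference gene, had 6, 4 and 4 counts in the WI livers, 5, 9 and 12 in the SCS livers, 8, 93 and 160 in the HMP livers and 346, 149 and 160 in the HOPE livers. It was higher by 4.41 on the log2 scale in perfused than in unperfused livers (standard error 0.628, adjusted p = 0.0169 from edgeR). HMP liver 1 lay among the unperfused values, and the call is lost without HOPE liver 1 or HOPE liver 3. The cause of the very low counts in the unperfused livers and HMP liver 1 was not tested. These counts are therefore not evidence of a response to perfusion.

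Markers of non-parenchymal cells were high in HMP liver 1 and HOPE liver 3. In HMP liver 1 the scores ran from 0.885 (bile duct cells) to 1.3 (Kupffer cells), a gap of 0.412 (standard error 0.238), as a lower share of hepatocytes would give. In HOPE liver 3 they ran from 0.664 (Kupffer cells) to 0.944 (endothelium), a gap of 0.28 (standard error 0.0659). Each gap is the highest minus the lowest of the Kupffer, endothelial, stellate and bile duct scores, whichever lists these are. In the 10 livers that do not stand apart it reached 0.57, between bile duct (0.170) and stellate cells (−0.401) in WI liver 3. Neither gap therefore argues against a lower share of hepatocytes, which stays open in both livers. Blood left in the liver is argued against as the whole cause in both, since the lowest of the endothelial, stellate and bile duct scores were 0.885 and 0.733. Erythrocyte scores were 0.54 in HMP liver 1 and 0.0103 in HOPE liver 3, and up to 1.12 in the other livers. Blood as a part of the cause stays open. Perfusion stays open, since 1 other perfused liver lay above the highest unperfused liver.

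Clock genes differ between livers of a group. Clock and Nfil3 went against Tef, Hlf, Nr1d1 and Nr1d2 over the 12 livers (Pearson r = −0.802). These 6 genes were picked from the clock list after their values were seen, so this r is no test of different times of day of collection, which stay open. A lower share of hepatocytes is argued against, since HMP liver 1 and HOPE liver 3 lie 5.12 apart on the clock score, its whole range.

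Between pairs of groups there are 10 splits, too few for a share under 0.05. All 10 gave at least the real 0 calls of edgeR for each pair, as any split must, and the highest other splits gave 1 (HOPE 1 h and WI 30 min), 1 (HOPE 1 h and SCS 4 h), 18 (HOPE 1 h and HMP 1 h), 1 (SCS 4 h and WI 30 min), 1 (HMP 1 h and WI 30 min) and 5 (HMP 1 h and SCS 4 h). For HOPE 1 h against the other groups, where edgeR called 0 genes, 1080 had an unadjusted p under 0.05 and DESeq2 called 22, all 100 splits gave as many, as any split must beside a count of 0, so they say nothing about chance. The highest other split gave 616, with HMP liver 1, HOPE liver 2 and HOPE liver 3 together, which points to a structure of the samples other than the groups.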
